# Constitutive production of nitric oxide leads to enhanced drought stress resistance and extensive transcriptional reprogramming in *Arabidopsis*

**DOI:** 10.1093/jxb/eru184

**Published:** 2014-05-27

**Authors:** Haitao Shi, Tiantian Ye, Jian-Kang Zhu, Zhulong Chan

**Keywords:** Abscisic acid, drought stress, *in vivo*, neuronal nitric oxide synthase, nitric oxide, physiological, PYL, transcriptomic.

## Abstract

Nitric oxide (NO) is involved in plant responses to many environmental stresses. Transgenic *Arabidopsis* lines that constitutively express rat neuronal NO synthase (nNOS) were described recently. In this study, it is reported that the nNOS transgenic *Arabidopsis* plants displayed high levels of osmolytes and increased antioxidant enzyme activities. Transcriptomic analysis identified 601 or 510 genes that were differentially expressed as a consequence of drought stress or nNOS transformation, respectively. Pathway and gene ontology (GO) term enrichment analyses revealed that genes involved in photosynthesis, redox, stress, and phytohormone and secondary metabolism were greatly affected by the nNOS transgene. Several *CBF* genes and members of zinc finger gene families, which are known to regulate transcription in the stress response, were changed by the nNOS transgene. Genes regulated by both the nNOS transgene and abscisic acid (ABA) treatments were compared and identified, including those for two ABA receptors (*AtPYL4* and *AtPYL5*). Moreover, overexpression of *AtPYL4* and *AtPYL5* enhanced drought resistance, antioxidant enzyme activity, and osmolyte levels. These observations increase our understanding of the role of NO in drought stress response in *Arabidopsis*.

## Summary

Increased endogenous NO content modulates ROS accumulation and related antioxidant enzyme activities, osmolyte levels, and the expression of stress-responsive genes, such as *AtPYL4*/*5*, resulting in enhanced drought resistance in *Arabidopsis*.

## Introduction

As a gaseous diatomic radical, nitric oxide (NO) is an essential endogenous signalling molecule involved in multiple physiological processes in plants, including growth, development, and response to environmental stresses (Shi *et al*., 2012*b*, *c*). Interestingly, NO is rapidly induced by multiple hormonal and environmental stimuli, including abscisic acid (ABA) (Guo *et al.*, 2003), hydrogen peroxide (H_2_O_2_) (Bright *et al.*, 2006), polyamines (Tun *et al.*, 2006; Shi and Chan, 2013, 2014; Shi *et al.*, 2013*a*; Wang *et al.*, 2011), auxin (Kolbert *et al.*, 2007), salicylic acid (SA) (Zottini *et al.*, 2007), brassinosteroids (BRs) (Cui *et al.*, 2011), drought (Fan and Liu, 2012), salt (Zhao *et al.*, 2007; Corpas *et al.*, 2009), cold (Zhao *et al.*, 2009), and heat (Bouchard and Yamasaki, 2008). NO can also act as a secondary messenger in environmental stress signal transduction (Gupta *et al.*, 2011; Gill *et al.*, 2013).

Understanding the complex effects of NO in plants requires a detailed analysis of the physiological and molecular changes. In recent years, transcriptional analyses of plant response to NO have been performed using different techniques (Huang *et al.*, 2002; Polverari *et al.*, 2003; Parani *et al.*, 2004; Grün *et al.*, 2006; Palmieri *et al.*, 2008; Ahlfors *et al.*, 2009; Besson-Bard *et al.*, 2009). These studies have identified thousands of NO-responsive genes, most of which are stress related and serve a variety of functions ranging from plant defence and oxidative stress response to hormonal interplay (Huang *et al.*, 2002; Polverari *et al.*, 2003; Parani *et al.*, 2004; Grün *et al.*, 2006; Ahlfors *et al.*, 2009; Besson-Bard *et al.*, 2009). Further bioinformatics analysis identified several common transcription factor-binding sites (TFBSs) that are enriched in the promoters of these NO-responsive genes, such as WRKY, GBOX, and octopine synthase element-like sequence (OCSE) (Palmieri *et al.*, 2008). However, most of these results were obtained by exogenous application of NO donors such as sodium nitroprusside (SNP), *S*-nitroso-*N*-acetyl-d-penicillamine (SNAP), and nitrosoglutathione (GSNO), NO scavengers such as 2-[4-carboxyphenyl]-4,4,5,5-tetramethylimidazoline-1-oxy-3-oxide (c-PTIO), or mammalian-type NO synthase (NOS) or its inhibitors including l-*N* ^G^-nitro arginine methylester (l-NAME) (Huang *et al.*, 2002; Polverari *et al.*, 2003; Parani *et al.*, 2004; Grün *et al.*, 2006; Palmieri *et al.*, 2008; Besson-Bard *et al.*, 2009). Recent studies sshowed inconsistent findings concerning the effects of these NOS inhibitors, indicating that these chemicals have different or even opposite metabolic effects, and care must be taken in making inferences based on the use of these NO-modulating compounds (Arasimowicz-Jelonek *et al.*, 2011; Gupta *et al.*, 2011).

Several recent reports documented that the constitutive expression of rat nNOS in transgenic *Arabidopsis* plants resulted in the accumulation of endogenous NO and increased tolerance to abiotic and biotic stresses (Shi et al., 2012*b*, *c*). Similarly, Chun *et al.* (2013) introduced rat nNOS into tobacco plants and found that nNOS transgenic plants with overproduction of NO exhibited enhanced resistance to bacteria, fungi, and viruses. The use of nNOS transgenic *Arabidopsis* plant represents a new approach to study the effect of NO. In this system, NO is released *in planta* as a consequence of the constitutive expression of mammalian nNOS (Shi et al., 2012*b*, *c*; Chun *et al.*, 2013).

To gain insight into NO-mediated stress tolerance, nNOS transgenic *Arabidopsis* plants with increased *in vivo* NO content were used for physiological and transcriptomic analyses in the current study. Physiological assays characterized the effects of increased *in planta* NO production on antioxidant enzyme activities, reactive oxygen species (ROS), and osmolyte accumulation under drought stress conditions. Transcriptomic analysis identified several stress-related genes and revealed related pathways that were significantly changed in the nNOS transgenic plants. Functional analyses of downstream NO-regulated genes, including those for two ABA receptors (*PYL4* and *PYL5*), indicated that they played important roles during drought stress response. This study increases our understanding of the physiological and molecular roles of NO in the response of *Arabidopsis* to drought stress.

## Materials and methods

### Plant materials and growth conditions

This study used two transgenic *Arabidopsis* lines (nNOS-2 and nNOS-25) with the nNOS gene (Shi *et al.*, 2012*c*) and also used *AtPYL4*- and *AtPYL5*-overexpressing plants under the control of the *Cauliflower mosaic virus* (CaMV) 35S promoter and Col-0 (wild type, WT). For the overexpression of *AtPYL4* and *AtPYL5*, *AtPYL4* and *AtPYL5* cDNAs were cloned into the pCAMBIA99-1 vector. Then the constructs were transformed into *Agrobacterium tumefaciens* strain GV3101 and introduced into *Arabidopsis* WT (Col-0) plants using the floral dip method. Homozygous transgenic plants were selected using hygromycin resistance and were confirmed by PCR analyses.

After stratification in deionized water at 4 °C for 3 d in darkness, the *Arabidopsis* seeds were sown in soil-filled plastic containers in a growth room. The growth room was maintained at 22–25 °C with an irradiance of 120–150 μmol quanta m^–2^ s^–1^, 65% relative humidity, and a 16h light/8h dark cycle. Nutrient solution was added twice each week.

### Drought stress treatment

To apply the drought stress treatment (via soil water deficit), water was withheld from 2-week-old WT and transgenic plants in soil for 21 d before the plants were re-watered. The survival rate of the stressed plants was recorded 7 d after re-watering. Leaf samples were harvested at day 7, 14, and 21 (referring to the number of days since the initiation of the drought stress treatment) under control and drought conditions for physiological parameter analyses.

### Quantification of NO content and plant growth parameters

The NO content in leaf samples was quantified using the haemoglobin method by examining the conversion of oxyhaemoglobin to methaemoglobin as previously described (Shi *et al.*, 2012*c*, 2013*a*). Plant height and dry weight (DW) were measured ~80 d after the seeds were sown.

### Determination of electrolyte leakage (EL) and leaf water content (LWC)

EL was determined as described by Shi et al. (2012*a*, 2013*a*, *b*). For determination of EL and LWC, leaf samples were harvested at 0, 7, 14, and 21 d after drought stress and 7 d after re-watering. Fresh weight (FW) was measured immediately after harvest, and the DW was measured after 16h at 80 °C. LWC (%) was measured as (FW–DW)/FW×100.

### Determination of proline, sucrose, and total soluble sugar levels

For determination of proline content, a 0.5g aliquot of each leaf sample was ground and extracted in 3% (w/v) sulphosalicylic acid before 2ml of ninhydrin reagent and 2ml of glacial acetic acid were added. The mixed solutions were boiled at 100 °C for 40min and cooled to room temperature. The proline level in the sample was calculated based on absorbance at 520nm and was expressed as μg per g FW of sample (Shi *et al.*, 2012*a*). For the determination of sucrose and total soluble sugars, the anthrone method was used as previously described (Shi *et al.*, 2012*a*).

### Determination of H_2_O_2_ content and antioxidant enzyme activities

For determination of H_2_O_2_ content and antioxidant enzyme activities, plant extracts were isolated in 50mM sodium phosphate buffer (pH 7.8) using materials harvested from drought-stressed and control plants at 7, 14, and 21 d. H_2_O_2_ content and the activities of antioxidant enzymes [superoxide dismutase (SOD; EC 1.15.1.1), catalase (CAT; EC 1.11.1.6), glutathione reductase (GR; EC 1.6.4.2), glutathione peroxidase (GPX; EC 1.11.1.9), and peroxidase (POD; EC 1.11.1.7)] were quantified using previously published protocols (Shi et al., 2012*a*, 2013*a*, *b*). The H_2_O_2_ content was expressed as μM per FW. The relative activities of these antioxidant enzymes were expressed as the fold change relative to the WT (Col-0) under control conditions at 7 d.

### RNA isolation, array hybridization, and microarray analysis

For RNA isolation, 2-week-old WT and nNOS transgenic plants in pots were well watered (control condition) or subjected to drought conditions by withholding water for 7 d. Each combination of genotype and treatment was represented by two replicate leaf samples, and each sample contained leaves from at least 20 seedlings. Total RNA was extracted with TRIzol reagent (Invitrogen) and was quantified as previously described (Shi *et al.*, 2012*c*). RNA quality was determined using a formaldehyde agarose gel and a 2100 Bioanalyzer (Agilent Technologies, Santa Clara, CA, USA) according to the manufacturer’s protocol.

Array hybridization and microarray analysis were performed by CapitalBio Corporation in China. For array hybridization, 200ng of total RNA was used for first-strand and second-strand cDNA synthesis. An equal amount of RNA from two independent nNOS transgenic lines (line 2 and line 25) was pooled for cRNA labelling. The cRNA was labelled with a biotinylated ribonucleotide analogue and was fragmented with fragmentation buffer using the MessageAmp™ Premier RNA Amplification Kit (Ambion, #1792). After purification, 12.5 μg of labelled and fragmented cRNA probes were hybridized to the *Arabidopsis* arrays with the Hybridization, Wash and Stain Kit (Affymetrix, #900720) according to the manufacturer’s instructions.

The arrays were scanned using a GeneChip^®^ Scanner 3000 (Affymetrix, #3000). The scanned images were saved as DAT files and were transformed to JPG images. The signal intensities were extracted from the JPG images with Affymetrix^®^ GeneChip^®^ Command Console^®^ Software (AGCC software) and were saved as CEL files. The affylmGUI package (Wettenhall *et al.*, 2006) rooted in R (Gentleman *et al.*, 2004) was used to calculate the intensity ratios and fold changes. All of the differentially expressed genes with *P*-values <0.05 and log_2_ fold change >1 or < –1 were chosen for further analysis. The normalized microarray data were submitted to the Gene Expression Omnibus (GEO) database with accession number GSE48474. All of the genes whose expression significantly changed in at least one comparison of genotype or drought treatment (*P*-value ≤0.05 and log_2_ fold change ≥1 or log_2_ fold change ≤ –1) are listed in Supplementary Table S1 available at *JXB* online.

### Quantitative real-time PCR

Total RNA was isolated from 100mg of leaves using 1ml of TRIzol reagent (Invitrogen). The total RNA was treated with RQ1 RNase-free DNase (Promega). RNA samples from two independent nNOS transgenic lines (line 2 and line 25) were pooled for cDNA synthesis. First-strand cDNA was synthesized with the RevertAid™ First Strand cDNA Synthesis Kit (Fermentas) using 2 μg of total RNA according to the manufacturer’s instructions. Reverse transcription products (cDNA) were diluted five times in water, and 2 μl of diluted cDNA was used for quantitative real-time PCR assay with iQ™ SYBR^®^ Green Super mix (Bio-Rad). Quantitative real-time PCR was performed using the CFX96™ Real Time System (Bio-Rad) with SYBR green fluorescence as previously described (Shi *et al.*, 2012*c*, 2013*a*, *b*). The experiment was performed with at least three independent replicates, and the comparative ΔΔCT method was used for comparative gene expression analysis. In total, 30 genes with a ≥2-fold change in expression were randomly selected for real-time PCR assay. The housekeeping gene *UBQ10* was used as an endogenous control. The primers used are listed in Table S2 at *JXB* online.

### Biological enrichment and metabolic pathway analyses

All differentially expressed genes with *P*-values ≤0.05 and log_2_ fold change ≥1 or ≤ –1 were loaded and annotated in the Classification SuperViewer Tool (http://bar.utoronto.ca/ntools/cgi-bin/ntools_classification_superviewer.cgi) (Provart and Zhu, 2003). Functional categories of every gene and pathway were assigned using MapMan (http://mapman.mpimp-golm.mpg.de/general/ora/ora.html) as the classification source (Thimm *et al.*, 2004). Additionally, the normalized frequency (NF) of each functional category was calculated as follows: NF=sample frequency of each category in this experiment⁄background frequency of each category in the ATH1 array. For GO term enrichment analysis, differentially expressed genes were input into the agriGO website (http://bioinfo.cau.edu.cn/agriGO/index.php), and the Singular Enrichment Analysis (SEA) tool was used for enrichment analyses (Du *et al.*, 2010).

### Hierarchical cluster analysis

The data sets of specific genes were imported for hierarchical cluster analysis, which was performed using an uncentred matrix and complete linkage method with the CLUSTER program (http://bonsai.ims.u-tokyo.ac.jp/~mdehoon/software/cluster/) (de Hoon *et al.*, 2004). Resulting tree figures were displayed using the software package Java Treeview (http://jtreeview.sourceforge.net/) as described by Chan *et al.* (2012) and Chan (2012).

### Statistical analysis

All of the experiments in this study were repeated three times, and the values presented are means ±SEs. For each independent experiment, each leaf sample extract was derived from the leaves of at least 15 plants. Asterisks above the columns in figures indicate significant differences relative to the WT at *P*<0.05 (Duncan’s multiple range test).

## Results

### Growth of nNOS transgenic and WT plants under control and drought conditions

Under well-watered (control) conditions, growth of nNOS transgenic plants (line 2 and line 25) was generally equivalent to that of the WT (Supplementary Fig. S1a at *JXB* online). Under water deficit conditions, growth of both nNOS transgenic lines and WT plants was inhibited, as previously reported (Shi *et al.*, 2012*c*), but nNOS transgenic plants (line 2 and line 25) had greener leaves than WT plants (Supplementary Fig. S1a). Consistent with previous results (Shi *et al.*, 2012*c*), nNOS transgenic plants accumulated higher concentrations of endogenous NO under both control and drought stress conditions (Supplementary Fig. S1b).

Under control conditions, both nNOS transgenic lines and WT plants maintained LWC at ~80% (Fig. 1a). After drought stress treatment, the LWC gradually declined in all plants, but the decline was greater in the WT than in the nNOS transgenic plants (Fig. 1a). Consistent with the decline in LWC, all plants showed a gradual increase in EL after drought stress treatment, but the increase was less in the nNOS transgenic lines than in the WT (Fig. 1b).

**Fig. 1.**
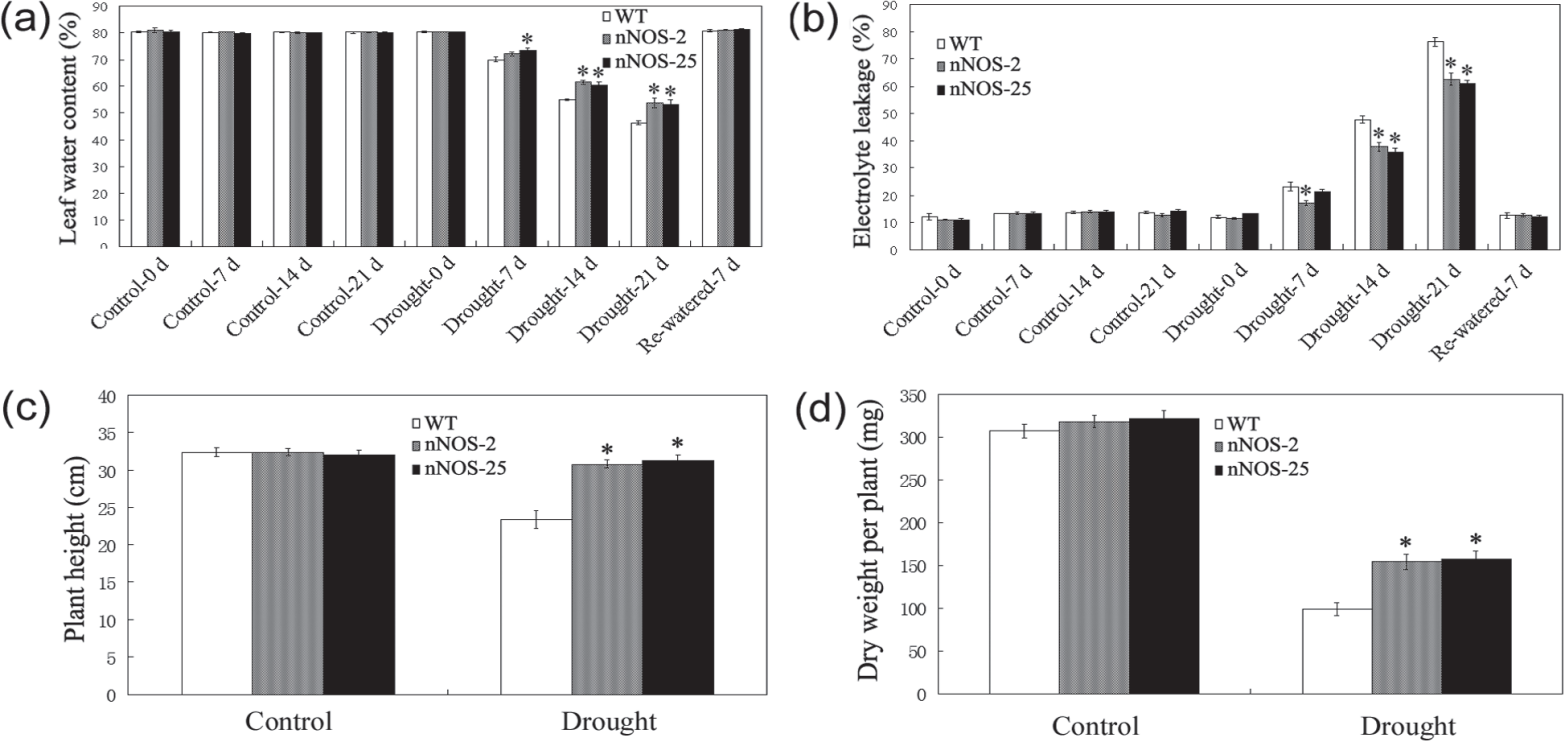
Performance of WT and nNOS transgenic *Arabidopsis* plants under drought stress conditions (soil water deficit). (a and b) LWC (a) and EL (b) of WT and nNOS transgenic plants during control and drought stress conditions. (c and d) Plant height (c) and dry weight (DW) (d) of WT and nNOS transgenic plants under control and drought stress conditions at harvest. Values are means ±SEs (*n*=4 for a, b, *n*=20 for c, d). Asterisks indicate significant differences between WT and nNOS transgenic plants (*P*<0.05).

After re-watering for 7 d, almost all WT plants died, while >55% of the nNOS plants survived (Supplementary Fig. S1a at *JXB* online). Among the surviving WT and nNOS transgenic plants, LWC and EL were recovered, and there were no significant differences between WT and nNOS transgenic plants in LWC and EL (Fig. 1a, b). At harvest time (i.e. ~45 d after re-watering), plant height and biomass (DW) of plants subjected to water deficit conditions were greater in nNOS transgenic lines than in the WT (Fig. 1c, d).

### Osmolyte accumulation and ROS metabolism in nNOS transgenic and WT plants under drought stress

Under control conditions, both nNOS transgenic lines (nNOS-2 and nNOS-25) accumulated significantly higher levels of proline, sucrose, and total soluble sugars than the WT (Fig. 2a–c). Drought stress increased the levels of proline, sucrose, and total soluble sugars in both nNOS transgenic lines and WT plants, but the increase was greater in the nNOS transgenic lines than in the WT (Fig. 2a–c).

**Fig. 2.**
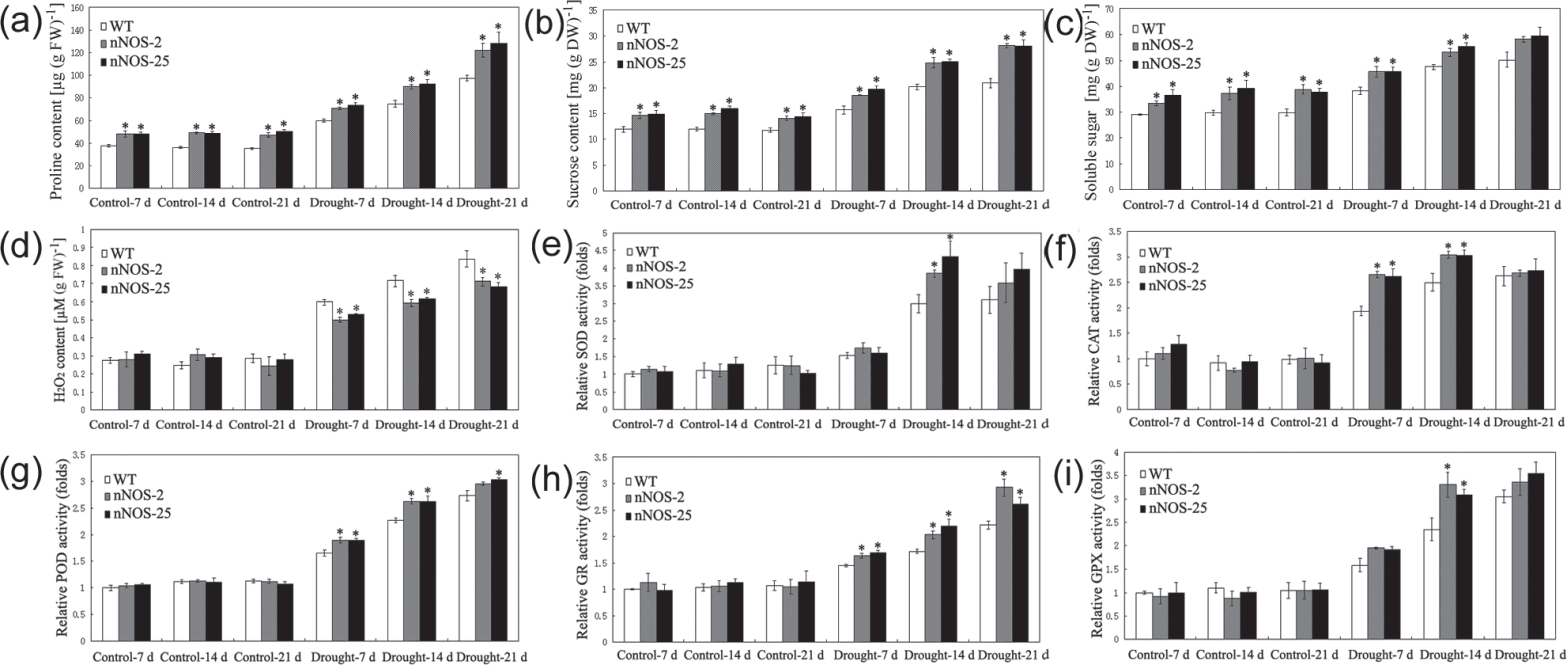
Osmolyte levels and ROS metabolism in WT and nNOS transgenic plants during drought stress. (a–i) Proline content (a), sucrose content (b), soluble sugar content (c), H_2_O_2_ content (d), and activities of SOD (e), CAT (f), POD (g), GR (h), and GPX (i) in WT and nNOS transgenic plants under control and drought stress conditions. The relative activities were quantified as the fold change relative to the activity in the WT under control conditions at 7 d. Values are the means ±SEs (*n*=4). Asterisks indicate significant differences between WT and nNOS transgenic plants (*P*<0.05).

As the major indicator of ROS level and oxidative damage, H_2_O_2_ functions as the key stress-related signal, and H_2_O_2_ content was assayed in this study. Under control conditions, H_2_O_2_ levels did not significantly differ in the nNOS transgenic lines and the WT plants (Fig. 2d). After 7, 14, and 21 d of drought stress treatment, however, H_2_O_2_ content was significantly lower in the nNOS transgenic lines than in the WT (Fig. 2d). Under control conditions, the activities of five antioxidant enzymes (SOD, CAT, POD, GR, and GPX) did not significantly differ in nNOS transgenic lines and the WT (Fig. 2e–i). After drought stress treatment, however, the activities of the five enzymes were significantly higher at several time points in nNOS transgenic lines than in the WT (Fig. 2e–i).

### Differentially expressed genes in WT and nNOS transgenic plants under control and drought conditions

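Leaf RNA from 4 groups of plants was hybridized to the Affymetrix ATH1 array, which measures *Arabidopsis* transcripts by sets of short probes. The groups were nNOS control, nNOS drought, WT control and WT drought, with 2 arrays per group and 8 arrays in all, and nNOS plants carry a transgene for neuronal nitric oxide synthase. Plants were 2 weeks old at the start, and each sample held leaves of at least 20 seedlings. The paper gives 7 d without water, whereas the sample labels give 14 d. The paper states that RNA of 2 transgenic lines was pooled in equal amounts for labelling, whereas the sample labels name only 1 of these lines in the extraction step. The authors deposited normalized log2 signals of 22810 probe sets, of which 64 are Affymetrix controls, and the paper's text does not name the normalization. The median signal per array lay between 4.92 and 5.09 on the log2 scale. Group means were compared with limma in a single fit over the 8 arrays, and a probe set was called differentially expressed at an adjusted p of at most 0.05 and a log2 fold change of at least 1 in size. Each probe set that reached a log2 fold change of 1 in size also passed the adjusted p (the highest was 0.0269), so the fold threshold alone set the number of calls in the 4 comparisons of groups. The controls were left out of all counts. The median SD between the arrays of a group was 0.119 for nNOS control, 0.0829 for nNOS drought, 0.0811 for WT control and 0.0599 for WT drought. The paper describes 2 replicate leaf samples per group and does not say whether they were grown separately, so the p-values measure only the spread between these samples. The poly-A control RNAs, which are added to the RNA before labelling, had a mean log2 signal of 8.98 and 9.40 on the nNOS control arrays and of 6.04 to 6.88 on the other 6 arrays. The nNOS control arrays enter nNOS control versus WT control, nNOS drought versus nNOS control and the difference between the drought responses.

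**Figure D1:**
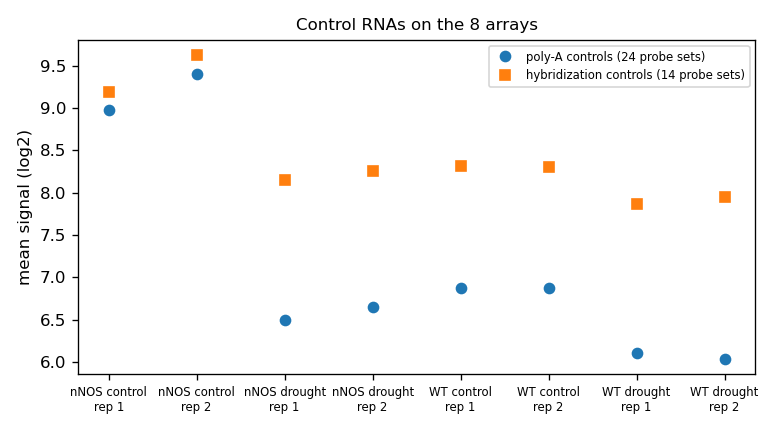
Mean log2 signal of the poly-A control probe sets (circles, 24 probe sets) and the hybridization control probe sets (squares, 14 probe sets) on each of the 8 arrays. Both nNOS control arrays lie above the other 6 arrays for both kinds of control.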

Microarray analysis was performed to gain insight into NO-mediated drought stress responses. In total, the expression levels of 154 genes (75 were up-regulated genes and 79 were down-regulated genes) in WT plants and 447 genes (184 were up-regulated genes and 263 were down-regulated genes) in nNOS transgenic plants were changed by at least 2-fold in response to drought stress treatment (Fig. 3a; Supplementary Table S1 at *JXB* online). 

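ZIP9 (AT4G33020), a zinc transporter gene, had the largest rise after drought of all probe sets in both genotypes. It rose by a log2 fold change of 3.09 (SE 0.124, n = 2 arrays per group, limma adjusted p = 7.8e-07) in the WT and by 3.26 (SE 0.124, limma adjusted p = 1.13e-07) in nNOS transgenic plants. The metal transporter gene IRT3 rose by 2.24 in the WT and by 2.44 in nNOS transgenic plants. NAS2 and NAS3, which encode nicotianamine synthases, rose by 2.76 and 1.98 in the WT. The heat stress factor gene HSFA2 rose by 2.07 in the WT and by 2.00 in nNOS transgenic plants. Of the superoxide dismutase genes named from Table S1, CSD2 and CSD1 (copper/zinc enzymes) had log2 fold changes of -2.13 and -1.21 in the WT, and FSD1 (iron enzyme) had one of 2.13. In nNOS transgenic plants, PDF1.4 (AT1G19610), of the defensin family, had the largest fall of all probe sets, with a log2 fold change of -4.01. In the WT, 75 probe sets were higher and 79 lower, and in nNOS transgenic plants 184 were higher and 263 lower. The poly-A controls differed by -2.62 between nNOS drought and nNOS control and by -0.81 between WT drought and WT control. The 3′ minus 5′ log2 difference of the GAPDH control probe sets, a sign of RNA quality, was 0.64 to 0.87 on the 4 drought arrays and 1.02 to 1.45 on the 4 control arrays, whereas that of actin overlapped (2.91 to 3.63 and 2.96 to 3.41). The count in nNOS transgenic plants was 678 without nNOS control replicate 1, and its split was 132 higher and 358 lower after cyclic loess normalization, an alternative chosen after seeing the data.

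**Figure D2:**
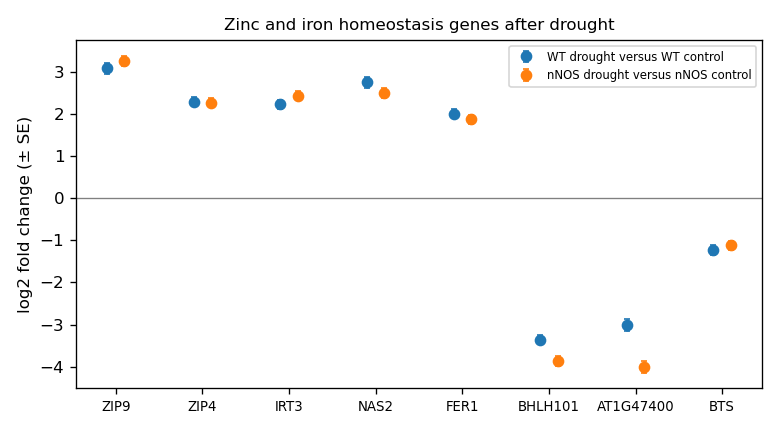
Log2 fold change after drought (points, with bars of 1 standard error) of genes of zinc and iron homeostasis in WT (blue) and nNOS transgenic plants (orange), 2 arrays per group. ZIP9, ZIP4, IRT3, NAS2 and FER1 lie above 0 and BHLH101, AT1G47400 and BTS below 0 in both genotypes. The genes drawn are chosen examples. Not all 4 measured genes of the iron deficiency list are drawn, and 3 of these 4 were lower at an adjusted p of at most 0.05 in the WT.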

Under control conditions, 490 genes differed in expression level in nNOS transgenic plants compared with the WT, comprising 221 up-regulated and 269 down-regulated genes (Fig. 3a). 

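Without drought, AT4G27654 had the largest rise of all probe sets in nNOS transgenic plants, with a log2 fold change of 2.41 (SE 0.207, n = 2 arrays per group, limma adjusted p = 6.01e-05). The lipid transfer-like genes EARLI1, AT4G12490 and AT4G12500 rose by 1.93, 1.77 and 1.62, and AGP4 (an arabinogalactan protein gene) by 1.70. AT3G55920 had the largest fall of all probe sets, with a mean log2 signal of 2.78 in nNOS control and 6.44 in WT control, a log2 fold change of -3.66 (SE 0.159, limma adjusted p = 1.34e-06), and its signal in nNOS control lies in the range of the dimmest probe sets. The cytochrome P450 gene CYP96A15 and the thionin gene THI2.1 had log2 fold changes of -2.61 (to a dim signal) and -2.26. Of 4 measured genes of the iron deficiency list, 3 were higher and none was lower at an adjusted p of at most 0.05 (3 higher when adjusted over the list alone), all by less than 2-fold. In all, 221 probe sets were higher and 269 lower. The same comparison gave 2.31 for the mean log2 difference of the poly-A controls, all 24 of which were called higher. The count rose to 857 without nNOS control replicate 1, and the split was 338 higher and 152 lower with each array centred on its median, 303 and 186 after quantile normalization and 353 and 139 after cyclic loess normalization.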

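Under drought, AT3G55920 again differed most between the genotypes, with a mean log2 signal of 2.48 in nNOS transgenic plants and 6.30 in the WT (log2 fold change -3.81, limma adjusted p = 2.63e-06). Its signal in nNOS transgenic plants lies in the range of the dimmest probe sets, so the size of the difference is uncertain. The other lower genes had smaller differences, among them the cytochrome P450 genes CYP71B34 (-1.10) and CYP71B23 (-1.10), the dehydrin gene LTI30 (-1.09), AIG1 (-1.07) and the beta-galactosidase gene BGAL4 (-1.05). The plastid gene psaC, of photosystem I, was higher by 1.28 (SE 0.264), and AT5G09570 by 1.03 (SE 0.127). The count was 3 without WT drought replicate 1, 8 without WT drought replicate 2, 10 without nNOS drought replicate 2, 48 without nNOS drought replicate 1 and 1 in a limma fit without moderation, an alternative chosen after seeing the data. The split was 16 higher and 7 lower with each array centred on its median, 11 and 8 after quantile normalization and 13 and 11 after cyclic loess normalization.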

Under drought conditions, 20 genes differed in expression level in nNOS transgenic plants compared with the WT, comprising four up-regulated and 16 down-regulated genes (Fig. 3a). 

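No probe set was called in all 4 comparisons, 11 were called in 3 of them, 236 in 2 and 606 in 1. Between the comparisons of genotype, 4 probe sets were shared, and each moved the same way in both. They were AT3G55920, AT4G27654, AT1G70200 and a probe set without a name here. If the lists were independent, 0.039 shared higher and 0.189 shared lower calls would be expected. Across probe sets, which are not independent replicates, the fold changes of these comparisons, which share no arrays, had a covariance of 0.0662. The poly-A controls were higher in nNOS transgenic plants in both, by 0.50 under drought and 2.31 without, so a preparation difference could enter both.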

As shown in Fig. 3b, only a small number of differentially expressed genes were common to all four comparisons, including two comparisons for genotype effect (nNOS control versus WT control, nNOS drought versus WT drought) and two comparisons for stress effect (WT drought versus WT control, nNOS drought versus nNOS control). However, 30% of the genes changed by drought stress in the WT were also changed by drought stress in the nNOS transgenic plants (Fig. 3b). 

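The genes that drought changed in both genotypes moved the same way. Of the WT calls, 74 probe sets were also called in nNOS transgenic plants, 34 higher and 40 lower in both, and none in opposite directions. This is 48.1% of the probe sets called in the WT and 16.6% of those called in nNOS transgenic plants. Among the shared genes, PAP27, of the purple acid phosphatase family, had log2 fold changes of 2.28 in the WT and 2.40 in nNOS transgenic plants, and AT1G20380 had 2.52 and 3.03. The heat shock genes HSP70 and HSP101 were higher by 1.22 and 1.04 in the WT and by 1.30 and 1.31 in nNOS transgenic plants. For independent lists, 0.607 shared higher and 0.913 shared lower calls would be expected, and these comparisons share no arrays. Across probe sets, which are not independent replicates, the fold changes had a covariance of 0.0641.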

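Of the study's Table 1, 28 of 30 genes could be matched, of which 21 were called lower and 7 higher after drought in the WT, and 15 were called lower and 13 higher in nNOS control than in WT control. Among them, AT1G73010 had log2 fold changes of -1.85 and -1.53, AT1G17710 of -1.74 and -1.38, and SPX3 (AT2G45130), a regulator of phosphate starvation responses, of -1.39 and -1.01, in that order. AT1G66850, BGLU20 (AT1G75940, also ATA27) and GRP19, genes known from the anther tapetum, had log2 fold changes of -2.03, -1.07 and -1.33 after drought and -3.54, -1.33 and -2.31 in the comparison of genotypes. Of the 5 measured genes of the tapetum list, 2 were lower in each of these comparisons (3 after drought in the WT when adjusted over the list alone), and both stand among the study's own genes. AT1G54020 differed by -1.95 and -2.26. In all, 29 probe sets were called in both comparisons. The study chose its list on these arrays, so the directions are not independent evidence. Both comparisons share the WT control arrays, and with a different WT control array for each, 14 and 13 probe sets were lower by at least 1 on the log2 scale in both, against at most 1.23 expected for independent lists. Apart from AT1G66850 and AT1G54020, the genes named here fell to signals in the range of the dimmest probe sets in at least 1 comparison.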

Thirty genes regulated by drought in the WT (WT drought versus WT control) and by the nNOS transgene effect in the absence of drought stress (nNOS control versus WT control) were also identified (Table 1). These genes might play direct roles in nNOS transgene-induced drought stress tolerance. 

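Many genes that were higher in nNOS control than in WT control were lower in nNOS drought than in nNOS control. Of the probe sets called in both comparisons, 102 followed this course, 54 were lower and then higher, and 1 was higher in both. AT4G12500 was higher by 1.62 in the comparison of genotypes and had a log2 fold change of -3.42 after drought (SE 0.105, n = 2 arrays per group, limma adjusted p = 5.23e-08). The plastid gene cemA had log2 fold changes of -1.64 and 2.21, and GSTF12, a glutathione transferase gene, of -1.38 and 1.27. Both comparisons contain the nNOS control arrays, with opposite sign. The covariance of the fold changes was -0.0998, against a mean of -0.0084 in 100 simulations without any effect. Without nNOS control replicate 1, 321 probe sets were called in both.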

Interestingly, only two genes were regulated in common in nNOS control versus WT control and nNOS drought versus nNOS control (Fig. 3b), while 155 genes were oppositely regulated in these two comparisons (Supplementary Table S1).

**Table 1.** Genes highly regulated by drought stress and by the nNOS transgenic effect in *Arabidopsis*

AGI	nNOS drought versus nNOS control		WT drought versus WT control		nNOS drought versus WT drought		nNOS control versus WT control		Description	MapMAN Bin name
	log_2_	*P*-value	log_2_	*P*-value	log_2_	*P*-value	log_2_	*P*-value		
At4g25100	**1.23**	**0.0000**	**2.13**	**0.0000**	0.21	0.2317	**1.11**	**0.0001**	Fe-superoxide dismutase	Redox. dismutases and catalases
At5g53870	–0.02	0.9214	**1.42**	**0.0001**	0.12	0.5431	**1.57**	**0.0000**	Early nodulin-like protein 1	Misc. plastocyanin-like
At2g35980	0.26	0.1609	**1.30**	**0.0002**	0.06	0.7789	**1.10**	**0.0002**	NDR1/HIN1-LIKE 10	Stress. biotic
At1g24140	–0.03	0.8622	**1.20**	**0.0002**	0.22	0.2381	**1.45**	**0.0000**	Matrixin family protein	Protein. degradation.metalloprotease
At4g27654	–0.18	0.5689	**1.14**	**0.0083**	1.10	0.0138	**2.41**	**0.0001**	Unknown protein	Not assigned. unknown
AtCg00690	0.51	0.1258	**1.14**	**0.0125**	0.78	0.0524	**1.40**	**0.0012**	5kDa protein subunit PSII-T	PS. Light reaction. photosystem II
At1g23040	0.05	0.7613	**1.02**	**0.0003**	0.14	0.4071	**1.10**	**0.0001**	Hydroxyproline-rich glycoprotein	No ontology.hydroxyproline rich proteins
At1g75940	–0.01	0.9742	*–1.07*	*0.0087*	–0.28	0.3655	*–1.33*	*0.0007*	beta-Glucosidase 20	Misc. gluco-, galacto- and mannosidases
At1g57750	0.90	0.0002	*–1.11*	*0.0002*	–0.60	0.0116	*–2.61*	*0.0000*	CYP96A15	Not assigned. unknown
At3g49620	–0.06	0.7921	*–1.15*	*0.0011*	–0.63	0.0245	*–1.72*	*0.0001*	DIN11	Development. unspecified
At1g11580	–0.17	0.3290	*–1.24*	*0.0002*	0.00	0.9973	*–1.07*	*0.0001*	Pectin methylesterase	Cell wall. pectin esterases.PME
At5g07550	0.40	0.0342	*–1.33*	*0.0001*	–0.58	0.0177	*–2.31*	*0.0000*	GRP19	No ontology. glycine rich proteins
At2g39330	0.15	0.6476	*–1.37*	*0.0035*	–0.30	0.3505	*–1.82*	*0.0002*	JAL23	Misc. myrosinases-lectin-jacalin
At2g45130	–0.41	0.0273	*–1.39*	*0.0001*	–0.03	0.8772	*–1.01*	*0.0002*	SPX3	Stress. abiotic
At3g25050	–0.03	0.9571	*–1.48*	*0.0095*	0.00	0.9992	*–1.45*	*0.0028*	XTH3	Cell wall. modification
At1g17710	–0.29	0.2000	*–1.74*	*0.0001*	0.07	0.7900	*–1.38*	*0.0002*	Phosphocholine phosphatase	Misc. acid and other phosphatases
At1g73010	–0.78	0.0012	*–1.85*	*0.0000*	–0.46	0.0372	*–1.53*	*0.0000*	Pyrophosphate-specific phosphatase	Misc. acid and other phosphatases
At1g54020	0.09	0.7179	*–1.95*	*0.0001*	–0.22	0.3571	*–2.26*	*0.0000*	Myrosinase-associated protein	Secondary metabolism. degradation
At1g66850	0.77	0.0010	*–2.03*	*0.0000*	–0.73	0.0094	*–3.54*	*0.0000*	Lipid-transfer protein	Misc. protease inhibitor
At5g20790	–0.93	0.0010	*–2.39*	*0.0000*	0.09	0.6912	*–1.36*	*0.0001*	Unknown protein	Not assigned. unknown
At1g72260	–0.08	0.7225	*–2.73*	*0.0000*	0.38	0.1165	*–2.26*	*0.0000*	THI2.1	Stress. biotic.receptors
At5g45890	**1.75**	**0.0000**	**1.27**	**0.0009**	**–0.92**	0.0103	*–1.41*	*0.0002*	SAG12	Protein. degradation.cysteine protease
At2g17880	*–1.93*	*0.0000*	*–1.03*	*0.0006*	*0.12*	0.5189	**1.01**	**0.0002**	DNAJ heat shock protein,	Stress. abiotic.heat
At3g28310	*–2.22*	*0.0000*	*–1.15*	*0.0012*	*0.03*	0.9057	**1.10**	**0.0004**	Unknown protein	Not assigned. no ontology
At5g56100	*–2.12*	*0.0000*	*–1.31*	*0.0001*	*0.52*	0.0225	**1.34**	**0.0001**	Glycine-rich protein	Lipid metabolism. TAG synthesis
At4g12500	*–3.42*	*0.0000*	*–1.61*	*0.0000*	*–0.20*	0.2350	**1.62**	**0.0000**	Lipid-transfer protein	Misc. protease inhibitor
At1g15010	*–2.32*	*0.0000*	*–1.67*	*0.0000*	*0.69*	0.0103	**1.34**	**0.0001**	Unknown protein	Not assigned. unknown
At2g38310	–0.95	0.0002	–0.33	0.0699	0.50	0.0187	**1.12**	**0.0000**	PYL4/RCAR10	Stress. abiotic
At5g05440	*–2.40*	*0.0000*	*–1.75*	*0.0000*	0.55	0.0166	**1.21**	**0.0001**	PYL5/RCAR8	Stress. abiotic
At1g19610	*–4.01*	*0.0000*	*–1.78*	*0.0000*	–0.14	0.4867	**2.08**	**0.0000**	Pathogenesis-related protein	Stress. biotic

Genes highly regulated by drought stress and by the nNOS transgenic effect (i.e. with a *P*-value ≤0.05 and log_2_ fold change ≥1 or log_2_ fold change ≤ –1) were classified using MapMan.

Values in bold indicate significant up-regulation, and those in italics indicate significant down-regulation.

**Fig. 3.**
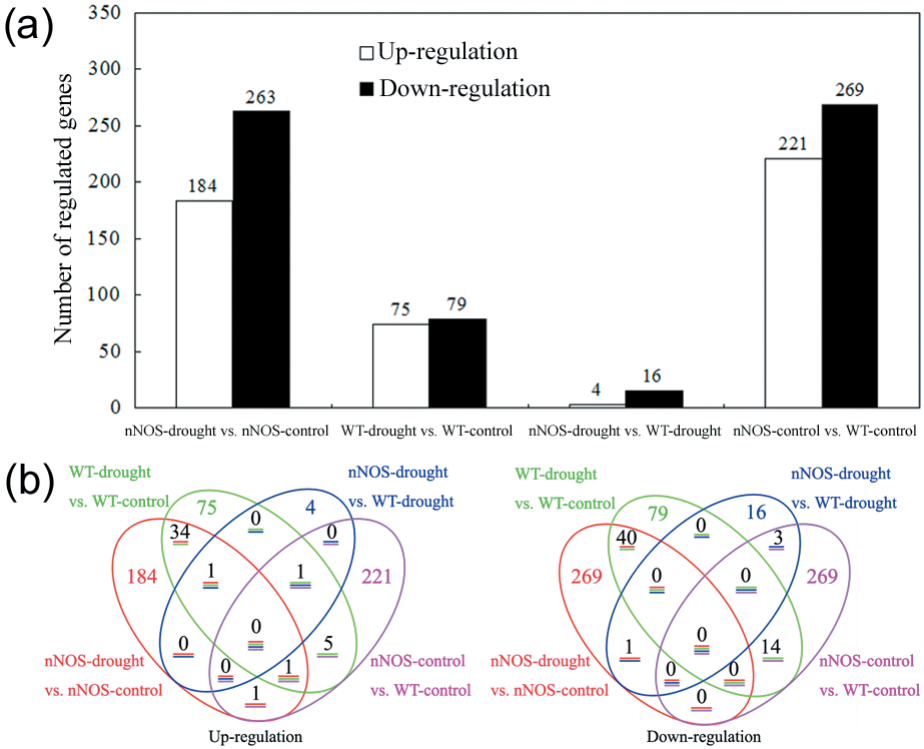
Number of genes differentially expressed in WT versus nNOS transgenic plants under control and drought conditions. (a) Total number of affected genes in WT and nNOS transgenic plants under control and drought conditions. (b) Venn diagram showing the number of overlapping genes that are differentially expressed between WT and nNOS transgenic plants under control and drought conditions. (This figure is available in colour at *JXB* online.)

To confirm the reliability of the microarray data, the expression of 30 genes that were differentially expressed between WT and nNOS transgenic plants was assessed via quantitative real-time PCR. Although several genes (only four genes) showed a <2-fold change in real-time PCR, the results of the real-time PCR assay exhibited the same trend and were correlated with the microarray data (*R* ^2^=0.8951) (Supplementary Fig. S2a–c at *JXB* online), confirming the reproducibility of microarray analysis.

### Cluster and pathway enrichment analyses of differentially expressed genes changed by nNOS transgene or by drought

Pathway analysis revealed that the nNOS transgene and drought affected the expression of many genes involved in photosynthesis, hormone metabolism, redox, stress, mitochondrial electron transport, oxidative pentose phosphate (OPP), and lipid metabolism (Table 2, group I). 

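GRX480 (AT1G28480), a glutaredoxin gene, was higher in nNOS control than in WT control by a log2 fold change of 1.15 (SE 0.124, n = 2 arrays per group, limma adjusted p = 0.000146), and FSD1 by 1.11 (SE 0.113, limma adjusted p = 0.000112). CSD2 and CSD1 were lower by less than 2-fold, with -0.55 (limma adjusted p = 0.00214) and -0.39 (limma adjusted p = 0.0269). FSD1, CSD1 and CSD2 are named from Table S1 and were not in the counted list. Of the 5 antioxidant enzyme genes with a name in the platform annotation, none passed the adjusted p of 0.05 in limma (none when adjusted over the list alone, none at an unadjusted p of at most 0.05), and their median log2 fold change was -0.14.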

Further analyses showed that many redox- and phytohormone metabolism-related genes were extensively regulated by the nNOS transgene effect (Supplementary Fig. S3a, b at *JXB* online). 

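Among the entries of Table S1 at hand, hormone-related genes called in nNOS control versus WT control were mostly higher. Of 32 entries that the study assigns to hormone metabolism, 10 were called higher and 1 lower. That table holds only genes called in at least 1 comparison. The 567 entries at hand hold every probe set called after drought, but only part of those called in nNOS control versus WT control. Of the 32, 25 were called lower and 4 higher in nNOS drought versus nNOS control. Both comparisons contain the nNOS control arrays, with opposite sign. In nNOS control versus WT control, the gene of ERF4, an ethylene response factor, rose by a log2 fold change of 1.39 (SE 0.101, n = 2 arrays per group, limma adjusted p = 2.22e-05). Of 9 measured AUX/IAA and GH3 genes of the auxin response, 3 were higher and 1 was lower at an adjusted p of at most 0.05, with the same counts when adjusted over the list alone, and 2 were higher and 1 was lower after quantile and after cyclic loess normalization. WES1, which encodes an auxin-conjugating enzyme, was higher by 0.75 and IAA18 had a log2 fold change of -0.64. Of 3 measured genes that abscisic acid and dehydration induce, 1 was higher, LEA4-5 (0.56), and 2 were lower, LTI30 (-0.74) and COR47 (-0.30), with the same counts when adjusted over the list alone, and with each array centred on its median 1 was higher and 1 was lower. Neither list stood apart in camera, a test of gene lists (adjusted p = 0.394 for auxin and 0.487 for abscisic acid and dehydration). Fry, which asks whether list members change at all, gave adjusted p-values of 0.00536 and 0.0190 in that order. Over all probe sets, 7027 of 22746 passed the adjusted p of 0.05. The hybridization controls were higher by 1.10 on the log2 scale in the same comparison, and 11 of 14 were called. ACS8, a gene of ethylene biosynthesis named from Table S1, had 0.37 (limma adjusted p = 0.0619).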

Interestingly, genes involved in ABA, indole-3-acetic acid (IAA), benzylaminopurine (BA), and ethylene metabolism were constitutively up-regulated in nNOS transgenic plants (Supplementary Fig. S3a, b). Moreover, ectopic expression of the nNOS gene in *Arabidopsis* also resulted in activation of the light reaction and sugar biosynthesis pathways (Supplementary Fig. S4). 

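More plastid-encoded genes were lower than higher in nNOS control compared with WT control. Of 69 plastid genes, 34 were lower and 14 higher at an adjusted p of at most 0.05, with the same counts when adjusted over the list alone, and their median log2 fold change was -0.33; with each array centred on its median, 30 were lower. The largest falls were in ndhK (-2.17), ndhA (-2.08) and atpA (-1.76), which encode subunits of the plastid NADH dehydrogenase-like complex and of the ATP synthase. The list stood apart from the other genes in camera (adjusted p = 0.00166), but not with an estimated correlation (adjusted p = 0.560). Of 11 nuclear genes of the light reaction and Calvin cycle, 2 were higher, among them LHCB4.1 (0.35), and 1 was lower, SBPASE (-0.46), with the same counts when adjusted over the list alone, whereas none was higher and 3 were lower after quantile and after cyclic loess normalization. Of 7 genes of sucrose and starch metabolism, 4 were lower (5 when adjusted over the list alone), among them PWD (-0.64), which acts in starch breakdown, and none was higher. With each array centred on its median, after quantile and after cyclic loess normalization, 3 were lower. Camera gave an adjusted p of 0.0102 for this list, and an adjusted p of 0.369 with an estimated correlation. The 25S rRNA control probe set differed by 1.10 in the same comparison.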

Several other pathways including development, major carbohydrate (CHO) metabolism, protein, signalling, and cell wall were over-represented in nNOS trangenic versus WT plants under control conditions (nNOS control versus WT control) but under-represented in nNOS transgenic versus WT plants under drought conditions (nNOS drought versus WT drought) (Table 2, group II).

**Table 2.** Pathway enrichment analysis of genes whose expression was significantly affected by drought stress and by the nNOS transgenic effect in *Arabidopsis*

Groups	Pathways	nNOS drought versus nNOS control		WT drought versus WT control		nNOS drought versus WT drought		nNOS control versus WT control	
		NF	*P*-value	NF	*P*-value	NF	*P*-value	NF	*P*-value
I	PS	**5.49**	**0.0000**	**2.11**	0.1740	**8.15**	0.1090	**6.68**	**0.0000**
	Metal handling	**4.54**	**0.0041**	**15.77**	**0.0000**	–	–	–	–
	Hormone metabolism	**4.18**	**0.0000**	**2.41**	**0.0260**	–	–	**1.52**	**0.0440**
	Redox	**2.15**	**0.0390**	**11.4**	**0.0000**	–	–	**1.96**	**0.0520**
	Stress	**2.09**	**0.0000**	**3.37**	**0.0000**	**2.73**	0.1300	**1.45**	**0.0140**
	Miscellaneous	**1.66**	**0.0011**	**3.7**	**0.0000**	**4.22**	0.0110	**1.34**	**0.0200**
	Mitochondrial electron transport	**1.50**	0.1820	**1.44**	0.3480	–	–	**2.28**	**0.0470**
	Oxidative Pentose phosphate	**2.43**	0.2750	**7.03**	0.1240	–	–	**2.22**	0.2900
	Lipid metabolism	**1.05**	0.1610	**1.01**	0.2730	–	–	**1.12**	0.1440
II	Secondary metabolism	**1.53**	0.0650	**0.98**	0.2730	–	–	**2.48**	**0.0006**
	RNA	**1.48**	**0.0005**	**0.64**	**0.0450**	**1.65**	0.1690	**1.01**	0.0620
	Transport	**1.40**	**0.0330**	**1.7**	**0.0520**	–	–	**0.53**	**0.0200**
	Development	**0.95**	0.1260	**1.38**	0.1400	**4.26**	0.0680	**1.39**	**0.0440**
	Cofactor and vitamin metabolism	**0.93**	0.3700	–	–	–	–	**3.4**	**0.0240**
	Major CHO metabolism	**0.74**	0.3530	–	–	–	–	**2.72**	**0.0440**
	Protein	**0.7**	**0.0016**	**0.54**	**0.0049**	**0.69**	0.2400	**1.08**	**0.0380**
	Signalling	**0.66**	**0.0350**	**0.64**	0.1220	**1.23**	0.3700	**1.11**	**0.0770**
	Amino acid metabolism	**0.58**	0.1890	**0.83**	0.3640	–	–	**1.58**	0.0930
	Cell wall	**0.41**	**0.0440**	**1.19**	0.2170	–	–	**1.88**	**0.0081**
	Cell	**0.36**	**0.0095**	**0.52**	0.1600	**6.07**	0.0110	**0.66**	0.0630
III	Not assigned	**0.93**	**0.0240**	**0.53**	**0.0000**	**0.56**	0.0730	**0.89**	**0.0096**
	DNA	**0.07**	**0.0000**	**0.13**	**0.0000**	–	–	**0.11**	**0.0000**

Differentially expressed genes (i.e. with *P* value ≤0.05 and log_2_ fold-change ≥1 or log_2_ fold-change ≤ –1) were annotated using the Classification SuperViewer Tool and MapMan. shading scales of NF are as follows:

**≥3 2–3 1–2 0.5–1 ≤0.5**

Not surprisingly, GO term enrichment analysis showed that many metabolic-, ion homeostasis-, and transport-related pathways were extensively changed after drought stress treatment, resulting in enrichment of stress-responsive GO terms (Supplementary Fig. S5a at *JXB* online). 

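All 4 measured genes of the iron deficiency list were lower in nNOS transgenic plants, and 3 of 4 in the WT, with the same counts when adjusted over the list alone; the GAPDH controls also differed between all drought and all control arrays. BHLH101 (AT5G04150), a transcription factor gene of the iron deficiency response, had a log2 fold change of -3.36 (SE 0.109, n = 2 arrays per group, limma adjusted p = 1.94e-07) in the WT and -3.87 (SE 0.109, limma adjusted p = 4.36e-08) in nNOS transgenic plants, to signals in the range of the dimmest probe sets. AT1G47400 fell to a mean log2 signal of 4.62 from 7.63 in the WT. The ferritin genes FER1 and FER4, whose proteins store iron, were higher by 2.01 and 1.03 in the WT and by 1.87 and 1.13 in nNOS transgenic plants. Camera gave adjusted p-values of 3.94e-05 in the WT and 7.68e-06 in nNOS transgenic plants for the iron deficiency list. With an estimated correlation, the adjusted p was 0.0936 in the WT and 0.152 in nNOS transgenic plants. FER1 and FER4 are named from Table S1 and not in that list.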

Comparatively, transformation of *Arabidopsis* with the nNOS gene changed nitrogen metabolism as expected, as well as photosynthesis, energy-producing, and phytohormone metabolism pathways. These changes might contribute to the enrichment of stress-related GO terms (Supplementary Fig. S5b).

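LBD38 (AT3G49940), a nitrate-responsive regulator of nitrogen metabolism, was higher in nNOS control than in WT control by a log2 fold change of 1.24 (SE 0.111, n = 2 arrays per group, limma adjusted p = 7.03e-05), and fell by 1.81 on the log2 scale from nNOS control to nNOS drought. It is named from Table S1. Only 1 gene of the nitrogen list had a name in the platform annotation, which is below the 3 needed here for a count.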

Genome-wide cluster analysis indicated that genes in cluster d were mainly up-regulated, while those in cluster l were mainly down-regulated by both the nNOS transgene and drought stress treatment. In addition, genes in clusters e and h were mainly up-regulated by the nNOS transgene but down-regulated by the drought stress treatment, and genes in clusters n and o were mainly up-regulated by drought stress treatment but down-regulated by the nNOS transgene (Fig. 4; Table S3 at *JXB* online).

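The gene of the abscisic acid receptor PYL5 and the defensin-family gene PDF1.4 were higher in nNOS control than in WT control and lower after drought in the WT (PDF1.4 by 2.08 and -1.78). AT5G56100 followed the same course, with log2 fold changes of 1.34 and -1.31, as did AT1G15010, with 1.34 and -1.67. In all, 7 probe sets were higher in nNOS control than in WT control and lower after drought in the WT. The reverse course was taken by 1, SAG12, a senescence marker gene, with -1.41 and 1.27. The added control RNAs of the nNOS control arrays stood apart, so these arrays alone cannot tell the transgene apart from a preparation difference. The paper also reports real-time PCR of genes that differed between the genotypes, with the same trend as the arrays. That PCR was not analysed here. A further 7 probe sets were higher in both comparisons, for example ENODL1 (1.57 and 1.42), and 14 were lower in both. The nNOS control and WT drought samples are each compared with the same WT control arrays here, and the covariance of the fold changes was -0.0077, against a mean of 0.0085 in simulations without any effect.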

**Fig. 4.**
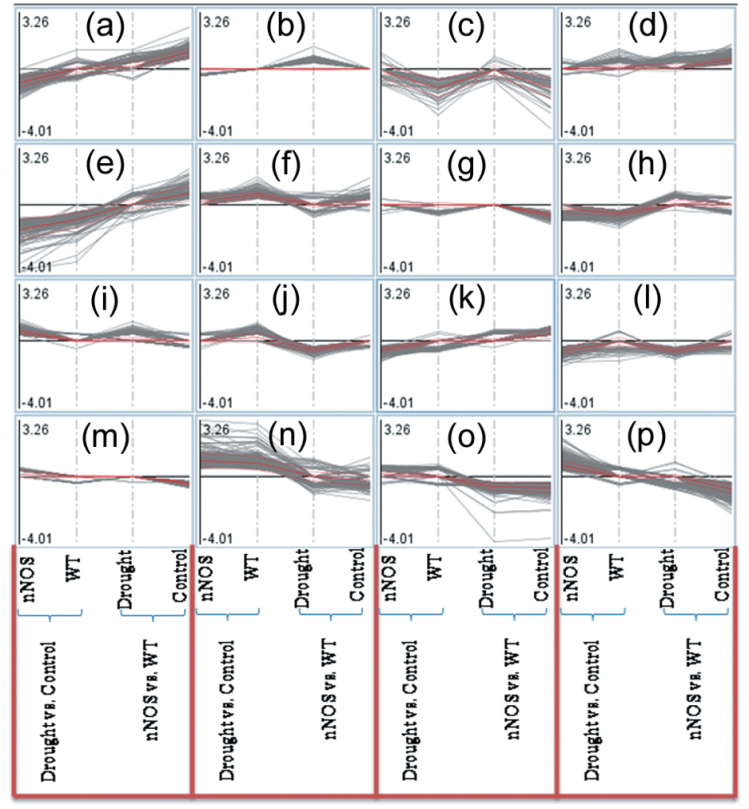
Cluster analysis of microarray data using MapMan software. All microarray data were divided into 16 clusters that were labelled from (a) to (p). Detailed information for each cluster is provided in Supplementary Table S3 at JXB online. (This figure is available in colour at *JXB* online.)

### Comparison of genes whose expression is altered by the nNOS transgene and NO donor treatment

Genes whose expression was affected by both the nNOS transgene and by NO donor (SNP) treatment were also identified (Ahlfors *et al.*, 2009). 

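Of the 28 genes of Table 3, 22 could be matched to 23 probe sets, and the values after sodium nitroprusside are from another study and were not analysed here. In nNOS control versus WT control, 17 of the 23 probe sets were called higher and 4 lower. Transcripts higher in nNOS control included CNI1 (AT5G27420), with a log2 fold change of 1.49 (SE 0.104, n = 2 arrays per group, limma adjusted p = 1.71e-05), AT1G24140, with 1.45, and RHA3B, a RING finger gene, with 1.24. Lower ones included AT1G13650 (-1.18), AT5G47070 (-1.08) and AT1G72940 (-1.05). The study chose the list partly on these arrays, and the added control RNAs of the nNOS control arrays stood apart.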

Among the 28 genes whose expression was affected by both factors, 21 were up-regulated and one was down-regulated by both treatments, while six others differed in expression pattern due to the nNOS transgene and SNP treatment (Table 3).

**Table 3.** Genes that were differentially expressed in response to both the nNOS transgenic effect and the NO donor (SNP) effect in *Arabidopsis*

ID	Description	nNOS^*a*^ versus WT	SNP^*b*^ versus control	MapMAN	
				Bin code	Bin name
At3g44720	ADT4 (arogenate dehydratase 4)	**1.18**	**1.21**	13.1.6	Amino acid metabolism. synthesis
At4g35630	PSAT; *O*-phospho-l-serine:2-oxoglutarate aminotransferase	*–1.11*	0.98	13.1.5	Amino acid metabolism. synthesis
At4g09030	AGP10 (ARABINOGALACTAN PROTEIN 10)	**1.11**	**1.12**	10.5.1	Cell wall. cell wall proteins. AGPs
At1g19300	Polygalacturonate 4-alpha-galacturonosyltransferase	**1.34**	**1.04**	10.3.2	Cell wall. hemicellulose synthesis. glucuronoxylan
At2g38360	PRA1.B4 (PRENYLATED RAB ACCEPTOR 1.B4)	**1.14**	**0.96**	31.4	Cell. vesicle transport
At5g65870	ATPSK5 (PHYTOSULPHOKINE 5 PRECURSOR)	**1.20**	**1.64**	33.99	Development. unspecified
At3g15210	RAP2.5/ERF4	**1.39**	**1.74**	17.5.2	Hormone metabolism. ethylene.signal transduction
At1g23440	Pyrrolidone-carboxylate peptidase family protein	–0.54	**1.03**	29.5	Protein. degradation
At1g24140	Matrixin family protein	**1.45**	**1.88**	29.5.7	Protein. degradation. metalloprotease
At5g27420	Zinc finger (C3HC4-type RING finger) family protein	**1.49**	**2.98**	29.5.11	Protein. degradation. ubiquitin. E3. RING
At4g35480	RING-H2 finger protein RHA3b	**1.24**	**1.59**	29.5.11	Protein. degradation. ubiquitin. E3. RING
At5g47610	Zinc finger (C3HC4-type RING finger) family protein	**1.21**	*–1.01*	29.5.11	Protein. degradation. ubiquitin. E3. RING
At5g66070	Zinc finger (C3HC4-type RING finger) family protein	**1.02**	**1.83**	29.5.11	Protein. degradation. ubiquitin. E3. RING
At5g47070	Protein kinase, putative	*–1.08*	**1.39**	29.4.1	Protein. postranslational modification. kinase
At1g28480	GRX480; electron carrier/protein disulfide oxidoreductase	**1.15**	**1.46**	21.4	Redox. glutaredoxins
At5g22250	CCR4-NOT transcription complex protein, putative	**1.31**	**1.53**	27.1.19	RNA. processing. ribonucleases
At1g27730	ZAT10/STZ (salt tolerance zinc finger)	**1.15**	**2.66**	27.3.11	RNA. regulation of transcription. zinc finger family
At5g54490	PBP1 (PINOID-BINDING PROTEIN 1)	**1.11**	**2.39**	30.3	Signalling. calcium
At3g01830	Calmodulin-related protein, putative	**1.00**	**2.95**	30.3	Signalling. calcium
At4g36040	DNAJ heat shock N-terminal domain-containing protein (J11)	**1.00**	**0.70**	20.2.1	Stress. abiotic.heat
At1g72940	Disease resistance protein (TIR-NBS class)	*–1.05*	0.77	20.1.7	Stress. biotic. PR-proteins
At5g52760	Heavy-metal-associated domain-containing protein	**1.01**	**1.33**	35.1	Not assigned. no ontology
At3g04640	Glycine-rich protein	**1.22**	**1.55**	35.1.40	Not assigned. no ontology. Glycine-rich proteins
At1g56060	Unknown protein	**1.07**	**2.48**	35.2	Not assigned. unknown
At2g25735	Unknown protein	**1.05**	**1.84**	35.2	Not assigned. unknown
At2g28400	Unknown protein	**1.02**	**2.38**	35.2	Not assigned. unknown
At5g53420	Unknown protein	*–1.02*	0.77	35.2	Not assigned. unknown
At1g13650	18S pre-ribosomal assembly protein gar2-related	*–1.18*	*–1.04*	35.2	Not assigned. unknown

^*a*^ The data for nNOScontrol versus WT control are from this study.

^*b*^ The data for log_2_ fold change of SNP 3h versus 0h are from Ahlfors *et al.* (2009).

Values in bold indicate significant up-regulation, and those in italics indicates significant down-regulation.

Additionally, based on published data (Goda *et al.*, 2008), 165 genes that were regulated by both the nNOS transgenic effect and ABA treatment were found (Supplementary Table S4 at *JXB* online). Cluster analysis revealed that most of these genes were up-regulated or down-regulated by both the nNOS transgene and ABA effect (Fig. 5). Since ABA plays a critical role in plant drought stress response, further experiments were carried out to characterize putative connections between ABA and NO signalling pathways.

**Fig. 5.**
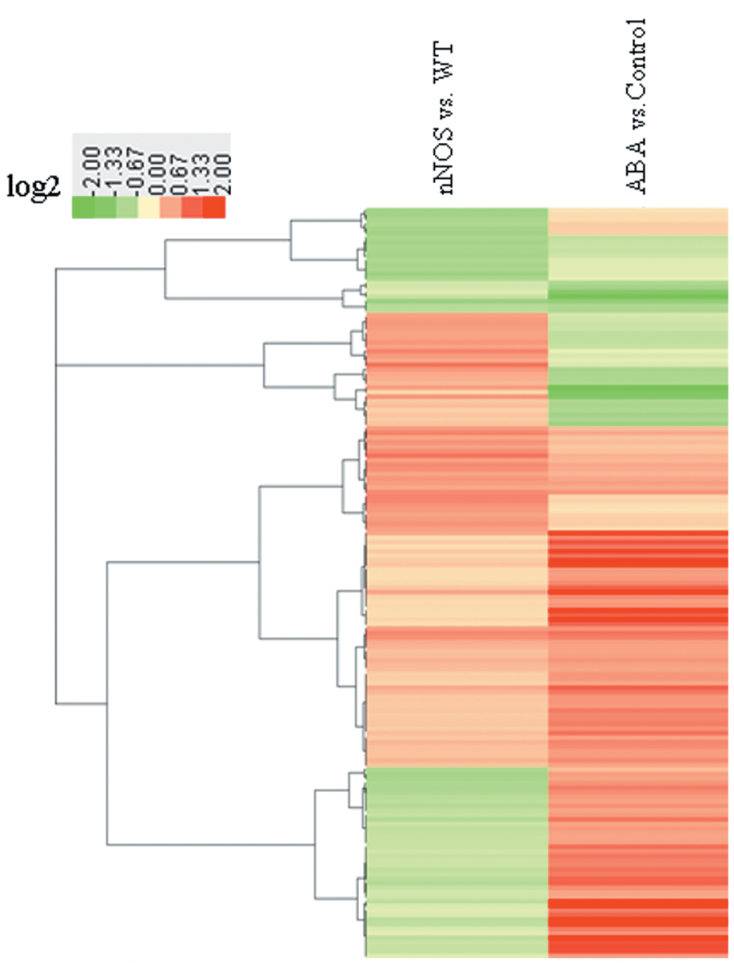
Hierarchical cluster analysis of genes regulated both by the nNOS transgene and by ABA treatment in *Arabidopsis*. The expression data for genes commonly regulated by nNOS and ABA were imported for cluster analysis, and the resulting tree figure was displayed using the software package and Java Treeview. The detailed information is provided in Supplementary Table S4 at *JXB* online. (This figure is available in colour at *JXB* online.)

### Overexpression of *AtPYL4* and *AtPYL5* enhances drought tolerance

To characterize further the *in vivo* roles of some differentially expressed genes in the nNOS transgenic lines, two ABA receptor genes (*AtPYL4/RCAR10* and *AtPYL5/RCAR8*), which act upstream of the ABA pathway and directly modulate many downstream genes (Table 1), were constitutively overexpressed in *Arabidopsis* (Fig. 6a–c). *AtPYL4*- and *AtPYL5*-overexpressing transgenic plants exhibited enhanced drought resistance (Fig. 6a–d). Under drought stress conditions, H_2_O_2_ levels were lower and activities of antioxidant enzymes (SOD, CAT, POD, GR, and GPX) were higher in *AtPYL4*- and *AtPYL5*-overexpressing plants than in the WT (Fig. 6e–j). Additionally, *AtPYL4*- and *AtPYL5*-overexpressing plants accumulated higher levels of proline, sucrose, and soluble sugars than the WT under both control and drought stress conditions (Fig. 6l, m). These results indicated that *AtPYL4* and *AtPYL5* enhanced drought tolerance, in part by modulating ROS metabolism and osmolyte levels.

**Fig. 6.**
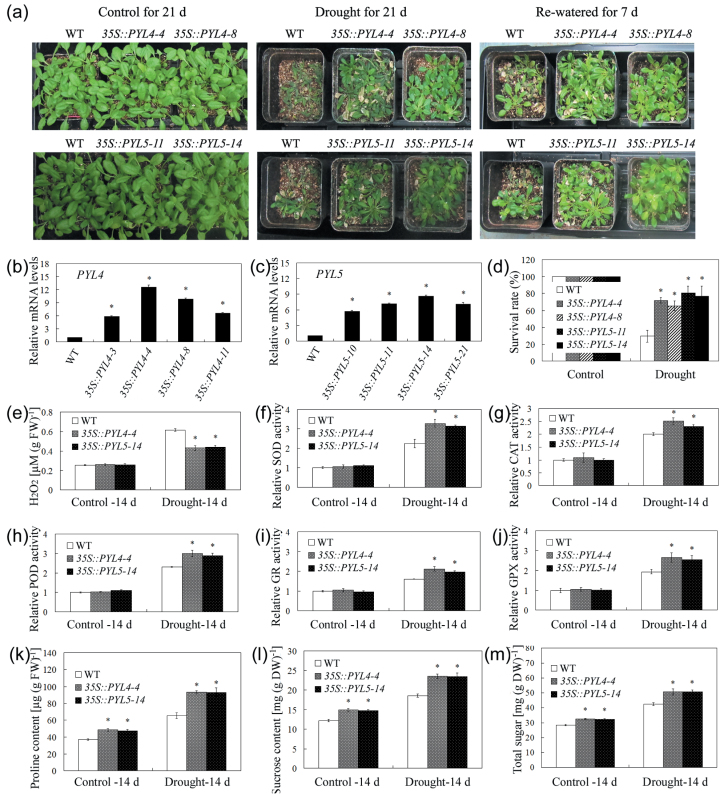
Enhanced drought resistance of plants overexpressing *AtPYL4* and *AtPYL5*. (a) Two-week-old plants were subjected to drought stress conditions (or to well-watered, control conditions) for 21 d before they were re-watered; the plants were photographed 7 d after watering was resumed. (b and c) Gene expression of *AtPYL4*- (b) and *AtPYL5*- (c) overexpressing plants. The relative mRNA level of WT plants was set at 1.0. (d) Survival of *AtPYL4*- and *AtPYL5*-overexpressing plants under control and drought stress conditions. (e–m) H_2_O_2_ content (e), SOD activity (f), CAT activity (g), POD activity (h), GR activity (i) GPX activity (j), proline content (k), sucrose content (l), and soluble sugar content (m) of WT, *AtPYL4*, and *AtPYL5* transgenic plants during control and drought stress conditions. The relative activities were quantified as fold change relative to the WT under control conditions for 14 d. Values are means ±SEs (*n*=3). Asterisks indicate significant differences between WT and nNOS transgenic plants (*P*<0.05). (This figure is available in colour at *JXB* online.)

## Discussion

In this study, comparative physiological and transcriptomic analyses (Huang *et al.*, 2011; Chan *et al.*, 2012) were used to assess the drought stress response of transgenic *Arabidopsis* plants that ectopically expressed the rat nNOS gene, which resulted in the specific release of NO *in planta*. Although mutants with increased NO content are available, some (such as *cue1/nox1* and *gsnor*) negatively affect plant development and yield (He *et al.*, 2004; Chen *et al.*, 2009), while others have a non-specific role in NO synthesis; *argah1/2* mutants, for example, modulate not only NO accumulation but also polyamine accumulation and arginine metabolism (Shi and Chan, 2013; Shi *et al.*, 2013*a*). In addition to investigating NO-mediated physiological responses, this study also partially revealed the transcriptomic modulations caused by constitutive NO release. Importantly, this study avoided the side effects caused by the use of NO-modulator compounds (Arasimowicz-Jelonek *et al.*, 2011; Gupta *et al.*, 2011), and characterized functions of some genes (such as *PYL4* and *PYL5*) induced in the nNOS transgenic plants, but not by SNP application (Ahlfors *et al.*, 2009).

Consistent with the results reported previously (Shi et al., 2012*b*, *c*), nNOS transgenic plants exhibited significantly improved drought stress resistance (Fig. 1; Supplementary Fig. S1 at *JXB* online), which might be attributed to the increased *in vivo* NO content. Additionally, the effect of re-watering (Xu *et al.*, 2010; Ziogas *et al.*, 2013) was also determined in this study. After re-watering for 7 d, almost all WT plants died, while >55% of the nNOS plants survived (Supplementary Fig. S1a). Although no significant differences of LWC and EL were observed between the surviving WT and nNOS transgenic plants after re-watering for 7 d, the drought stress effect was fully recovered, as nNOS transgenic lines exhibited higher plant height and more biomass (DW) at harvest time (~45 d after re-watering) (Fig. 1). These results indicated that re-watering recovered the water status and cell damage caused by drought stress, and nNOS transgenic plants exhibited improved drought resistance with a higher survival rate. Under control and drought stress conditions, nNOS transgenic plants accumulated higher levels of osmolytes (proline, sucrose, and total soluble sugars) relative to WT plants (Fig. 2a–c), which would protect *Arabidopsis* plants by increasing cell membrane stability and balancing osmotic pressure in response to drought stress. Additionally, nNOS transgenic plants had lower levels of H_2_O_2_, the major indicator of ROS accumulation, and higher activities of antioxidant enzymes (SOD, CAT, POD, GR, and GPX) than WT plants under drought stress conditions (Fig. 2d–i). Previous studies in various plant species have shown that NO could modulate the activities of several antioxidant enzymes such as CAT, Fe-SOD, and dehydroascorbate reductase (DHAR) via *S*-nitrosylation modification (Shi and Chan, 2014). 

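The proline dehydrogenase gene ERD5 (AT3G30775), for the enzyme that starts proline breakdown, had a log2 fold change of -0.21 (SE 0.147, n = 2 arrays per group, limma adjusted p = 0.311) in nNOS control versus WT control and of -1.09 (limma adjusted p = 0.00171) after drought in the WT. SEX4, a starch phosphatase gene, was lower in nNOS control than in WT control, with -1.07 (SE 0.105, limma adjusted p = 9.41e-05). In that comparison AT2G35840, of the sucrose phosphatase family, had -0.89 (limma adjusted p = 0.000397). The anthocyanin gene DFR was lower too (-1.33). ERD5 and SEX4 are named from Table S1. The added control RNAs of the nNOS control arrays stood apart from those of all other arrays.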

Based on the microarray data, although there were no significant changes in proline biosynthesis-related genes (Supplementary Table S1), many genes involved in redox metabolism (Supplementary Fig. S3a, b) and sugar metabolism (Supplementary Fig. S4a, b) were extensively changed by the nNOS transgene. As expected, some genes were up-regulated and others were down-regulated, indicating that NO had significant effects on the metabolism of these compounds partially through gene transcriptional modulation and protein post-translational modification. The results obtained with nNOS transgenic plants were consistent with those obtained with *arginase1/2* mutants, which exhibited increased *in vivo* NO content, enhanced activities of antioxidant enzymes, reduced water loss and EL, and thus increased stress tolerance relative to the WT (Shi *et al.*, 2013a). The reduced ROS accumulation and increased antioxidant enzyme activities confirmed that *in vivo* NO reduces drought stress-triggered oxidative stress and thereby reduces drought stress-triggered cell damage. These results, together with previously published observations (Gupta *et al.*, 2011; Shi et al., 2012*b*, *c*, 2013*a*; Tanou *et al.*, 2012; Shi and Chan, 2013), indicated that osmolyte accumulation, ROS accumulation, and antioxidant enzyme activities were important in drought stress tolerance. Additionally, Tanou *et al.* (2012) characterized some potentially carbonylated, nitrated, and nitrosylated proteins with distinct and overlapping signatures that belong to metabolic categories linked to ROS and NO acclimation signalling.

To gain insight into the NO-regulated defence response at the molecular level, comparative transcriptomic analysis was performed, and 490 and 20 genes that were differentially expressed in WT and nNOS transgenic plants under control and drought stress conditions, respectively, were identified (Fig. 3). Quantitative real-time PCR of 30 genes supported the reliability of the microarray analysis (Supplementary Fig. S2a–c at *JXB* online). Interestingly, far fewer genes were changed by drought stress in the WT (WT drought versus WT control, 154) than by the nNOS transgene under normal conditions (nNOS control versus WT control, 490). 

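The drought response of 170 probe sets differed between the genotypes, with 71 higher and 99 lower in nNOS transgenic plants than in the WT. THI2.1 had a log2 fold change of -2.73 after drought in the WT and -0.08 in nNOS transgenic plants, a difference of 2.65 (SE 0.212, n = 2 arrays per group, limma adjusted p = 0.000451). ndhK differed the same way, with 0.26 and 2.16. Neither gene was called between nNOS drought and WT drought, so their differences lay mainly in nNOS control versus WT control. The test of the difference also called 25 Affymetrix control probe sets lower. The nNOS control arrays correlated with the arrays of the other groups at 0.971 to 0.988 across probe sets, which are not independent replicates, and the other 6 arrays with each other at 0.989 to 0.998. The 170 became 287 without nNOS control replicate 1, 110 without WT control replicate 1, 99 without WT drought replicate 1, 88 without WT drought replicate 2, 93 at an adjusted p of at most 0.01 and 10 in a fit without moderation, an alternative chosen after seeing the data.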

Based on physiological analyses, nNOS transgenic plants accumulated a high level of NO- and stress-related metabolites (proline, sugars, and antioxidants), which functioned as stress signals and therefore might affect a wide range of transcripts. Pathway enrichment analysis indicated that nine pathways were over-represented among differentially expressed genes in nNOS transgenic plants, including photosynthesis, hormone metabolism, redox, stress, mitochondrial electron transport, OPP, and lipid metabolism (Table 2). Additionally, 24 stress-related genes, and in particular 16 of them with log_2_ fold change ≥1, were significantly regulated by the nNOS transgene effect under control conditions (Supplementary Table S1). Among these stress-related genes, At5g66590 is involved in unspecified abiotic stress; At3g05890, At2g24040, and At2g45130 are involved in drought and salt stresses; At2g17880 and At4g36040 are involved in heat stress; and other genes are involved in biotic stress. All of these genes might contribute to the enhanced stress tolerance of nNOS transgenic plants, indicating that nNOS transgenic lines might be pre-conditioned to be resistant to abiotic stresses.

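Of the 6 stress-related genes named, 5 were higher in nNOS control than in WT control and 1, SPX3, was lower, at a dim signal. RCI2B (AT3G05890), a small membrane protein gene induced by cold and salt, was higher by a log2 fold change of 1.28 (SE 0.134, n = 2 arrays per group, limma adjusted p = 0.000125). AT2G24040 was higher by 1.17, AT5G66590 by 1.07, AT2G17880 by 1.01 and J11 (AT4G36040), a J-domain chaperone gene, by 1.00. In nNOS drought versus nNOS control, 4 of the 6 were called lower and none was called higher. These genes were chosen by the study on these arrays, so the directions are not independent evidence. In the same comparison of controls, 36 Affymetrix control probe sets were called higher.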

Previous studies have identified genes regulated by treatment with the NO donor SNP (Ahlfors *et al.*, 2009). Comparative analysis identified 22 genes that were regulated both by the nNOS transgene effect and by the SNP treatment, while six other genes showed the opposite expression pattern due to nNOS and SNP effects (Table 3). These 28 co-regulated genes might play essential roles in NO-mediated plant stress responses. A total of 165 genes that were regulated by both nNOS transgenic and ABA effects were also identified (Goda *et al.*, 2008), and most of them displayed the same pattern of up- and down-regulation by nNOS transgenic and ABA effects (Supplementary Table S4 at *JXB* online). The cross-talk between ABA and NO has been studied in depth, especially in terms of how it relates to abiotic stress tolerance (Guo *et al.*, 2003; Bright *et al.*, 2006; Lozano-Juste and León, 2010). Lozano-Juste and León (2010) found several ABA-related phenotypes as well as enhanced dehydration stress tolerance in NO-deficient plants, which might be due to the function of NO as an endogenous negative regulator of the sensitivity to ABA, thus leading to NO-independent inhibition of stomatal opening and enhanced closure by ABA. Among these 165 genes, the expression of two ABA receptor genes (*AtPYL4* and *AtPYL5*), which act upstream of the ABA pathway and directly modulate many downstream genes, was decreased by ABA and drought stress treatments (Chan, 2012), but increased in nNOS transgenic lines (Table 1; Supplementary Table S4), indicating a possible connection between NO and ABA pathways. 

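PYL5 (AT5G05440), a receptor gene of abscisic acid, had a mean log2 signal of 10.39 in nNOS control and 9.18 in WT control, a log2 fold change of 1.21 (SE 0.112, n = 2 arrays per group, limma adjusted p = 8.38e-05). After drought it had log2 fold changes of -1.75 in the WT and -2.40 in nNOS transgenic plants. The related PYL6 had 0.64 (limma adjusted p = 0.00705) in the comparison of genotypes. The paper reports 2 such receptor genes, PYL4 and PYL5, as higher in nNOS transgenic lines. It cites an earlier study for their lower expression under abscisic acid and drought. From this it proposes a possible connection between the pathways of nitric oxide and abscisic acid. PYL4 could not be matched here, and in the paper's Table 1 its fall after drought in the WT did not reach the thresholds. The paper also draws on genes shared with abscisic acid treatment and on overexpression of both receptors.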

Recent reports indicated that the constitutive overexpression of specific *PYL* genes in several plants enhanced their resistance to drought stress (Santiago *et al.*, 2009; Sun *et al.*, 2011). In this study, overexpression of *AtPYL4* and *AtPYL5* increased antioxidant enzyme activities and osmolyte levels and enhanced drought tolerance (Fig. 6; Supplementary Fig. S6). Up-regulation of *AtPYL4* and *AtPYL5* might contribute to the increased resistance of nNOS transgenic plants to drought stress. One possible mechanism might involve stomatal regulation because NO is involved in the stomatal closure triggered by ABA (Guo *et al.*, 2003). The increased NO content in nNOS transgenic plants (Supplementary Fig. S1b) might promote stomatal closure and result in the previously reported decrease in water loss (Shi *et al.*, 2012*c*). Additionally, the up-regulation of *AtPYL4* and *AtPYL5* by the endogenous NO content as a consequence of nNOS gene transformation or stress treatment might also contribute to improved drought stress resistance. Therefore, the co-regulation of genes by ABA and NO provides new clues regarding the interaction between ABA and NO signal transduction pathways.

Additionally, 14 members of the zinc finger family of proteins, a family that regulates the transcription of several stress-responsive genes (Miller *et al.*, 2008; Kodaira *et al.*, 2011; Liu *et al.*, 2012), were differentially expressed in WT versus nNOS transgenic plants (Supplementary Table S1 at *JXB* online). 

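The zinc finger gene ZAT10 (AT1G27730, also STZ) was higher in nNOS control than in WT control by a log2 fold change of 1.15 (SE 0.105, n = 2 arrays per group, limma adjusted p = 7.57e-05), with mean log2 signals of 8.64 and 7.50. After drought it had 1.00 (limma adjusted p = 0.000356) in the WT, just under the fold threshold, and 0.15 (limma adjusted p = 0.315) in nNOS transgenic plants, and these responses differed by -0.84 (limma adjusted p = 0.0147).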

*AtZAT10* was commonly up-regulated by the nNOS transgenic effect and by SNP treatment (Table 3). The overexpression of zinc finger family protein genes such as *AZF1*, *AZF2*, *AZF3*, *ZAT6*, *ZAT7*, *ZAT10*, and *ZAT12* increased the tolerance of *Arabidopsis* to high light, high salt, drought, osmotic, and oxidative stresses (Miller *et al.*, 2008; Kodaira *et al.*, 2011; Liu *et al.*, 2012). Although the mechanisms by which different zinc finger proteins affect stress tolerance may be diverse and complex, the modulation of the expression of genes that encode several zinc finger family proteins by the nNOS transgene might contribute to the enhanced drought tolerance in nNOS transgenic plants. Moreover, the important role of some zinc finger proteins (AtZAT7, AtZAT10, and AtZAT12) in ROS signalling also suggests an important interaction among NO, zinc finger proteins, and ROS signalling in plant responses to stress. Additionally, *CBF/DREB* are known to increase the tolerance to abiotic stress (Seki *et al.*, 2001; Haake *et al.*, 2002; Sakuma *et al.*, 2006; Achard *et al.*, 2008; Novillo *et al.*, 2012), and their expression was greater in nNOS transgenic plants than in WT plants (Table 2; Supplementary Fig. S2a); it follows that the enhanced expression of *CBF1* and *CBF2* might also contribute to the enhanced stress tolerance of nNOS transgenic plants.

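CBF1 (AT4G25490) and CBF2 (AT4G25470), transcription factor genes of the cold response, were higher in nNOS control than in WT control by log2 fold changes of 1.50 (SE 0.114, n = 2 arrays per group, limma adjusted p = 3.06e-05) and 1.43 (SE 0.141, limma adjusted p = 9.54e-05). From nNOS control to nNOS drought they fell by 1.98 and 1.93 on the log2 scale. Under drought they differed between the genotypes by 0.18 (limma adjusted p = 0.311) and 0.08 (limma adjusted p = 0.725), and the drought response of CBF1 differed between them by -1.32 (limma adjusted p = 0.00369). Of 3 measured genes of the CBF list, 2 were lower in nNOS control than in WT control (2 when adjusted over the list alone), among them COR15B (-0.64), and 1 was lower with each array centred on its median. CBF1 and CBF2 are named from Table S1 and not in that count. Apart from the differences under drought, these values rest on the nNOS control arrays, whose added control RNAs stood apart from those of all other arrays. The paper also cites its real-time PCR for higher expression of CBF genes in nNOS transgenic plants, which was not analysed here.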

Taken together, the present comparative physiological and transcriptomic analyses revealed that WT and nNOS transgenic plants differed greatly in their physiological and molecular responses to drought stress. It is reasonable to infer that these differences might partially explain the difference in resistance to drought stress in WT versus nNOS transgenic plants. It is inferred that increased endogenous NO content resulting from nNOS transformation or from stress treatment modulates ROS accumulation, the activities of antioxidant enzymes, osmolyte levels, and the expression of stress-responsive genes (such as *AtPYL4* and *AtPYL5*), resulting in enhanced drought resistance. These finding increased our understanding of the physiological and molecular mechanisms by which NO mediates the drought stress response in *Arabidopsis*.

## Supplementary data

Supplementary data are available at at *JXB* online.

Table S1. Spreadsheet of all genes whose expression was changed by the nNOS transgene or drought stress treatment.

Table S2. Primers used for quantitative real-time PCR and vector construction.

Table S3. Gene lists of the 16 clusters analysed by MapMan software.

Table S4. Spreadsheet of genes commonly regulated by both the nNOS transgene effect and the ABA effect in *Arabidopsis*.

Figure S1. Improved drought stress resistance in nNOS transgenic *Arabidopsis* plants.

Figure S2. Verification of the microarray data by quantitative real-time PCR.

Figure S3. Metabolic pathway analyses of differentially expressed genes.

Figure S4. Effects of the nNOS transgene (a) and the drought stress treatment (b) on the plant photosynthesis pathway using MapMan software.

Figure S5. Enriched GO terms resulting from the nNOS transgene and the drought stress treatment.

Figure S6. Hierarchical cluster analysis of physiological parameters differentially expressed in WT, nNOS-, *AtPYL4*- and *AtPYL5*-overexpressing plants.

Supplementary Data

# Supplementary material for: Constitutive production of nitric oxide leads to enhanced drought stress resistance and extensive transcriptional reprogramming in Arabidopsis
**Source:** J Exp Bot. 2014 May 27;65(15):4119–31. doi: 10.1093/jxb/eru184
**Supplement:** Supplementary Data

Constitutive production of nitric oxide leads to enhanced drought stress resistance and extensive transcriptional reprogramming in Arabidopsis — Constitutive production of nitric oxide leads to enhanced drought stress resistance and extensive transcriptional reprogramming in Arabidopsis — Supplementary Data 

# Constitutive production of nitric oxide leads to enhanced drought stress resistance and extensive transcriptional reprogramming in *Arabidopsis*

## Supplementary Data

Data files

**Files in this Data Supplement:**

- Supplementary Data - Supplementary Data
- Supplementary Data - Supplementary Data

How the deposited data were processed for this re-analysis (not part of the article)

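RNA of leaves of nNOS transgenic and WT plants, well watered or left without water, was measured on 8 Affymetrix ATH1 arrays, 2 for each of 4 groups. The authors hybridized the arrays, extracted the signals with the Affymetrix Command Console software and used affylmGUI in R, and the log2 values are their normalized signals as deposited; the paper's text names neither the normalization nor the summarization of probes. The log2 scale was checked on the values: differences of group means equal the log2 fold changes of 567 entries of Table S1 within 5e-06, and the p-values of that table are Benjamini-Hochberg adjusted.

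From these values, a limma model (limma 3.58.1 in R 4.3.3) with 4 group means over the 8 arrays was fitted and moderated with eBayes. The comparisons were nNOS drought versus nNOS control, WT drought versus WT control, nNOS drought versus WT drought and nNOS control versus WT control, with the difference between the drought responses of the genotypes (the interaction). P-values were adjusted over all 22810 probe sets, and the 64 Affymetrix controls were then left out, which leaves 22746. A probe set was called at an adjusted p of at most 0.05 and a log2 fold change of at least 1 in size. In the 4 comparisons of groups, each probe set past the fold threshold also passed the adjusted p, so unadjusted p-values cannot change these counts; this does not hold for the interaction. The 2 arrays per group limit the precision. Without background measurements, signal near the floor could not be separated from absence.

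Of the probe sets, 14016 were listed in the platform annotation, 13513 with 1 gene and 503 with several, and 8794 were not listed. Names came from this annotation for 13230 probe sets and from Table S1 for 238 more. Because Table S1 holds only genes that were called, its names serve as examples and were not counted in gene lists. Only 567 of its entries were available. They hold every probe set called after drought, but only part of those called in nNOS control versus WT control. A gene called in that comparison alone could therefore often not be named from Table S1. The named genes are those of the paper's text and of Tables 1 and 3, the 10 largest rises and the 10 largest falls of each comparison among called probe sets of 1 named gene whose arrays did not overlap, and up to 4 members of each gene list; the paper's tables had been seen when this rule was set. The gene lists, the comparisons and the first set of alternatives were fixed before the deposited values were examined. The paper's tables, which rest on these arrays, had been seen by then, and some of their genes stand in the lists. A gene with several probe sets was represented by the brightest. Lists with at least 3 measured genes are reported, a limit set after the coverage was seen, which leaves 13 lists that the study did not pick. Lists of mitochondrial genes, ribosomal proteins, pentatricopeptide repeat proteins and SAUR genes could not be formed. Lists were tested with camera at an inter-gene correlation of 0.01 and with an estimated correlation. Fry was also planned and run, and it asks whether list members change at all, not whether they stand apart from other genes. In nNOS control versus WT control, its adjusted p was 0.0273 for plastid-encoded genes. For antioxidant enzymes it was 0.0747, and for nuclear genes of the light reaction and Calvin cycle 0.964. A check on gene length was void, because fewer than 80% of the called probe sets had a length.

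Overlaps were set beside the number expected for independent lists and beside 100 simulations without any effect that keep the arrays the comparisons share. The overlap of nNOS control versus WT control with WT drought versus WT control was also counted with a different WT control array for each, and changes of the called probe sets were taken over pairings of single arrays; both were added after seeing the data. In simulated data with 67, 67 and 66 probe sets changed by 1.5, 2 and 3 on the log2 scale, 100% were called and 0 others were. This only checks that the procedure runs as meant. The simulated changes exceed most of those called in nNOS control versus WT control (upper quartile 1.30), and no shift of whole arrays was simulated. Alternatives were unadjusted p-values, no fold threshold, an adjusted p of at most 0.01, quantile normalization, centring of each array on its median, a filter on signal, fits to 4 arrays, eBayes with trend and robust, array weights, probe sets of several genes left out, the replicate number as a block, and each array left out in turn. Cyclic loess normalization, counting of the control probe sets, omission of both nNOS control arrays (for comparisons without them, whose fold changes it cannot alter) and a fit without moderation were added after seeing the data. Real-time PCR, physiology, receptor overexpression and published data on abscisic acid and nitroprusside were not analysed here.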

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

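The test of the difference between the drought responses was planned, and the tests of explanations in this part were chosen after the results were seen.

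The drought response differed between the genotypes for 170 probe sets, by limma's test of the difference itself. The difference, as the log2 response in nNOS transgenic plants minus that in the WT, was 2.80 for AT1G66850, 2.65 for THI2.1, -2.23 for PDF1.4, 2.04 for AT1G54020, 2.01 for CYP96A15 and 1.90 for ndhK. None of these genes was called between nNOS drought and WT drought, so their differences lay mainly in nNOS control versus WT control. The same test called 25 Affymetrix control probe sets lower. AT3G55920, which the paper does not discuss, differed by -3.81 between nNOS drought and WT drought. The signals of AT3G55920 in nNOS transgenic plants and of CYP96A15 in nNOS control lie in the range of the dimmest probe sets, so these sizes are uncertain.

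The nNOS control arrays stood apart: 36 control probe sets, which the paper does not report, were called higher than in WT control, and the poly-A controls differed by 2.31 on the log2 scale. Degraded RNA shared by both nNOS control arrays is argued against by actin. In its 3′ to 5′ difference, 5 arrays of other groups lay above the lower nNOS control array. For GAPDH only 1 did, and nNOS control replicate 2 had the highest value of all arrays (1.45). A trend with signal strength is argued against as the whole cause. The median change of the 490 called probe sets was 1.16 after cyclic loess normalization, and 1.07 in the lowest pairing of single arrays. This test replaced an undecided one, in which 350 of the 490 were still called, after that result was seen. However, 140 of the 490 went from a median of 1.05 to 0.92 (quartiles 0.88 and 0.96), under the fold threshold. A transgene effect of equal size under drought is argued against as the whole cause. The median change of the called probe sets was 0.370 there against 1.13 without drought. These probe sets were chosen for a large change without drought, so part of the lower median under drought is due to that choice. The size of that part was not measured. An effect limited to well-watered plants could not be decided. The lowest pairing of single drought arrays gave 0.299, while the arrays of a drought pair differed by at most 0.0547. The poly-A controls were also higher in nNOS drought than in WT drought, by 0.50. A preparation difference could therefore not be told apart there. A preparation difference that moves with the added control RNAs may contribute. Within the nNOS control pair the called probe sets differed by a median of 0.189 in the direction of the call (78.6% of them). The poly-A controls differed there by 0.426. These values were 0.0547 (69.6%) and -0.0691 in the WT drought pair and 0.0467 (60.4%) and 0.148 in the nNOS drought pair. In the WT control pair they were -0.0281 (42.9%) and -0.0038. Between WT drought and WT control the poly-A controls differed by -0.81, but the same called probe sets by a median of -0.0056. Controls and called probe sets did not move together there. A transgene effect that is smaller under drought, one limited to well-watered plants, or one of equal size beside a preparation difference, stays open as an untested biological explanation. The paper also reports real-time PCR of genes that differed between the genotypes, with the same trend as the arrays. That PCR does not rest on the arrays and was not analysed here.

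Opposite changes in nNOS control versus WT control and in nNOS drought versus nNOS control were not explained by chance values of the shared nNOS control arrays alone, since the covariance was -0.0998 against -0.0084 in simulations without any effect. Whatever set the nNOS control arrays apart would also enter both comparisons with opposite sign, and this stays open.

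For the 14 probe sets lower in both WT drought and nNOS control than in WT control, chance values of single WT control arrays are argued against, since with a different WT control array for each comparison 14 and 13 probe sets were lower in both, against at most 1.23 expected for independent lists. A difference that both WT control arrays share stays open. Flower tissue in the WT control samples cannot be told apart as a source: the 3 tapetum markers that the study did not pick had a median log2 change of 0.0702 (AT5G07230, AT1G75920 and AMS), but their mean signals, of at most 2.80, were among those of the dimmest probe sets, where a fall could not be seen.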

How the results depend on the processing

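Of 248 alternative values of counts, overlaps and set tests, 202 stayed within 1.5 times the reported value and 46 did not; of 9594 alternative values of 511 pairs of gene and comparison, 9285 kept their direction and side of the threshold, 142 lost the call, 167 gained it and 0 reversed. For 57 of the 202 and 4599 of the 9285 the alternative left the fold changes as they are, because it changed only the p-values or left out an array that the comparison does not contain, so these could hardly move; of the others, 145 of 191 and 4686 of 4995 stayed. Unadjusted p-values, fits to 4 arrays, trend and robust moderation, array weights and the replicate block leave the fold changes as they are. The counts of the 4 comparisons of groups were equal under them, except 446 in nNOS drought versus nNOS control and 489 in nNOS control versus WT control with trend and robust; as the fold threshold sets these counts, this says little about stability. The interaction gave 185 with unadjusted p-values, 184 with trend and robust, 181 with array weights and 172 with the replicate block, although the replicate numbers did not pair the samples. In the order nNOS drought versus nNOS control, WT drought versus WT control, nNOS drought versus WT drought, nNOS control versus WT control and interaction, the counts without a fold threshold were 5654, 2475, 2428, 7027 and 827, as fewer criteria apply, and the overlaps were 1347 (both drought responses), 3475 (nNOS control versus WT control with nNOS drought versus nNOS control) and 964 (with WT drought versus WT control). List counts use no fold threshold, so this alternative was not run for them. At an adjusted p of at most 0.01 nNOS drought versus WT drought gave 15 and the interaction 93, and list counts fell from 34 to 12 in WT drought and from 23 to 4 in nNOS drought versus WT drought. With only probe sets above the median signal tested, WT drought gave 100 and nNOS drought versus WT drought 12. The overlap of nNOS control versus WT control with WT drought gave 17. List counts were 53 (WT drought) and 49 (nNOS drought versus WT drought) with unadjusted p-values, and in the latter 43 with 4 arrays, 40 with trend and robust and 46 with array weights. Set tests passed for 5, 8, 3 and 2 lists and for 0, 0, 0 and 0 with an estimated correlation. Without moderation, chosen after seeing the data, the counts were 408, 111, 1 and 451, and the interaction gave 10.

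With 1 array left out, the lone array being assumed to vary like the other groups, counts ranged from 379 to 678 (highest without nNOS control replicate 1), 153 to 177, 3 to 48 (3 without WT drought replicate 1, 8 without WT drought replicate 2, 10 without nNOS drought replicate 2, 48 without nNOS drought replicate 1), 391 to 857 (highest without nNOS control replicate 1) and, for the interaction, 88 to 287 (287 without nNOS control replicate 1, 110 without WT control replicate 1, 99 without WT drought replicate 1, 88 without WT drought replicate 2). The overlaps ranged from 68 to 78, 113 to 321 (highest without nNOS control replicate 1) and 26 to 29, and list counts from 58 to 78, 10 to 44, 0 to 43 and 55 to 77; in WT drought these were 11 and 14 without WT control replicates 1 and 2 and 10 without either WT drought replicate, and in nNOS drought versus WT drought 43 without either nNOS control replicate, 5 and 1 without nNOS drought replicates 1 and 2, and 0 and 1 without WT drought replicates 1 and 2. Apart from the alternatives that by construction drop a criterion or test fewer probe sets, the cause was not tested. Centring on the median moved the median of all probe sets in nNOS control versus WT control from 0.01 to 0.11. The signal over background is not known, so low signals limit what can be seen.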

Differences from the paper's values

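The paper gives 30% for the genes changed by drought in the WT that also changed in nNOS transgenic plants, and the value here is 48.1%. Of the alternatives set before the data were examined, those without nNOS control replicate 2 (44.2%) and without WT control replicate 2 (42.9%) lay within 1.5 times the paper's value, and all others run lay between 45.7% and 56.0%.

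For genes regulated in the same direction in nNOS control versus WT control and in nNOS drought versus nNOS control, the paper gives 2 and the count here is 1. With quantile normalization it was 2, without a fold threshold 124, and with every other alternative set before the data were examined 1.

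The paper states that the light reaction and sugar biosynthesis were activated by the transgene. Here 14 of 69 plastid-encoded genes were higher and 34 lower in nNOS control than in WT control, 2 of 11 nuclear genes of the light reaction and Calvin cycle were higher and 1 lower, and none of 7 genes of sucrose and starch metabolism was higher and 4 were lower. The paper's gene sets were not used here, and the lists hold only genes named by the platform annotation. These counts rest on the nNOS control arrays, whose poly-A controls were higher by 2.31. The plastid list turned round in nNOS drought versus nNOS control (39 higher, 9 lower), where the poly-A controls differed by -2.62. The counts therefore do not decide on the paper's statement. The down-regulation panel of Fig. 3b prints for nNOS drought versus nNOS control the number that Fig. 3a gives for nNOS control versus WT control; here 263 probe sets were lower.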

Other observations

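Small heat shock protein gene AT5G51440 rose after drought by a log2 fold change of 3.12 (SE 0.109, n = 2 arrays per group, limma adjusted p = 6.62e-08) in nNOS transgenic plants and by 1.38 (limma adjusted p = 5.13e-05) in the WT, and these responses differed by 1.73 (limma adjusted p = 0.000696). It was the 1 gene of the 3 counted heat shock genes that passed in each drought response, 1 when adjusted over the list alone. HSFA2, HSP70 and HSP101, named from Table S1 and not in that count, were called higher after drought in both genotypes. SEN1, a gene induced by darkness, had log2 fold changes of -2.89 in nNOS transgenic plants and -1.81 in the WT. Of 3 leaf senescence genes, 2 were lower in nNOS drought than in nNOS control (3 when adjusted over the list alone, and 3 under each other scaling), WRKY53 (-0.97) and SAG101 (-0.51), with an adjusted p of 0.0384 in camera and an adjusted p of 0.243 with an estimated correlation. In the WT none of the 3 passed in limma (none when adjusted over the list alone, none at an unadjusted p of at most 0.05), and their median log2 fold change was -0.01. The senescence marker gene SAG12, named from Table S1 and not in that list, rose by 1.75 from nNOS control to nNOS drought. The nNOS control arrays stood apart in this comparison, with the hybridization controls at -1.20 and all 24 poly-A controls called lower in nNOS drought. Of 8 expansin and xyloglucan endotransglucosylase genes, which act on the cell wall, 3 were lower after drought in the WT, among them XTH19 (-0.68) and XTH20 (-0.62), with an adjusted p of 0.0405 in camera and an adjusted p of 0.171 with an estimated correlation; 2 were lower after quantile normalization. In nNOS transgenic plants 3 of the 8 were lower as well (4 when adjusted over the list alone).

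Of 69 plastid-encoded genes, 39 were higher and 9 lower in nNOS drought than in nNOS control (41 and 11 when adjusted over the list alone), with an adjusted p of 3.61e-09 in camera and an adjusted p of 0.267 with an estimated correlation. In the WT, 7 were higher and 5 lower (9 and 6 when adjusted over the list alone, 5 and 3 after cyclic loess normalization). The difference between the drought responses passed an adjusted p of 0.05 above 0 for 22 genes and below 0 for 1. Adjusted over the list alone, it passed for 35 and 3. Camera gave an adjusted p of 9.41e-11 for this difference, and an adjusted p of 0.320 with an estimated correlation. The poly-A controls differed by -2.62 between nNOS drought and nNOS control. Of 5 genes of phenylpropanoid, flavonoid and anthocyanin synthesis, 2 were lower in nNOS control than in WT control (3 when adjusted over the list alone), and 1 was higher and 3 lower after quantile and after cyclic loess normalization.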
